# Quality assessment and control of tissue specific RNA-seq libraries of Drosophila transgenic RNAi models

**DOI:** 10.3389/fgene.2014.00043

**Published:** 2014-03-05

**Authors:** Andreia J. Amaral, Francisco F. Brito, Tamar Chobanyan, Seiko Yoshikawa, Takakazu Yokokura, David Van Vactor, Margarida Gama-Carvalho

**Keywords:** drosophila, RNA-seq, central nervous system, shRNA transgenic strain, brain

## Abstract

RNA-sequencing (RNA-seq) is rapidly emerging as the technology of choice for whole-transcriptome studies. However, RNA-seq is not a bias free technique. It requires large amounts of RNA and library preparation can introduce multiple artifacts, compounded by problems from later stages in the process. Nevertheless, RNA-seq is increasingly used in multiple studies, including the characterization of tissue-specific transcriptomes from invertebrate models of human disease. The generation of samples in this context is complex, involving the establishment of mutant strains and the delicate contamination prone process of dissecting the target tissue. Moreover, in order to achieve the required amount of RNA, multiple samples need to be pooled. Such datasets pose extra challenges due to the large variability that may occur between similar pools, mostly due to the presence of cells from surrounding tissues. Therefore, in addition to standard quality control of RNA-seq data, analytical procedures for control of “biological quality” are critical for successful comparison of gene expression profiles. In this study, the transcriptome of the central nervous system (CNS) of a *Drosophila* transgenic strain with neuronal-specific RNAi of an ubiquitous gene was profiled using RNA-seq. After observing the existence of an unusual variance in our dataset, we showed that the expression profile of a small panel of marker genes, including GAL4 under control of a tissue specific driver, can identify libraries with low levels of contamination from neighboring tissues, enabling the selection of a robust dataset for differential expression analysis. We further analyzed the potential of profiling a complex tissue to identify cell-type specific changes in response to target gene down-regulation. Finally, we showed that trimming 5′ ends of reads decreases nucleotide frequency biases, increasing the coverage of protein coding genes with a potential positive impact in the incurrence of systematic technical errors.

## Introduction

Whole transcriptome profiling can provide fundamental insights into the changes in cellular functions that occur as a consequence of genetic mutations and therefore help unravel the molecular pathways underlying human disease. Over the last few years, the enormous complexity of higher eukaryotic genomes, which encode a multitude of non-coding and tissue-specific transcripts and isoforms has been abundantly reported (Manak et al., 2006; Gan et al., 2010; Graveley et al., 2011). The ability to generate unbiased transcriptome profiles is important not only to understand how genes are organized and regulated but also to identify potential novel, unannotated transcripts and exons, which may be additional targets of mutation in disease states. Such goals can be achieved by using next generation transcriptome sequencing (RNA-seq), which allows for relatively unbiased measurements of expression levels across the entire length of transcripts, whether known or novel, even at low abundance. However, this technique relies upon cDNA sequencing, for which larger amounts of total RNA are still required in comparison with other high-throughput, microarray based approaches (Wang et al., 2009).

The study of human diseases can be significantly enhanced by the use of animal models, which facilitate the extension of mechanistic studies, therapeutic discovery and development processes. Due to the fact that many basic biological, physiological and neurological properties are conserved between mammals and *flies*, and that nearly 75% of human disease-causing genes are believed to have functional homologs in the fly (Reiter et al., 2001), *Drosophila* has been appreciated in recent years as a powerful model to study a wide range of human disorders. In conjunction with an extensive arsenal of available genetic tools, invertebrate genetic models allow for efficient and genome-wide screens to unravel genetic pathways underlying disease phenotypes and identify modifier loci of disease causing mutations (Fortini and Bonini, 2000).

Several human diseases are associated with genetic mutations that cause a partial reduction of the normal levels or activity of endogenous proteins. For example, Spinal Muscular Atrophy (SMA) is a devastating and early onset neurodegenerative disorder caused by loss-of-function (LOF) mutations of *Survival of Motor Neuron* (*SMN1*). *SMN1* encodes the Smn protein, a key component of the SMN complex, which is essential for the assembly of the splicing machinery. Smn is required for the assembly of spliceosomal snRNP complexes and low levels of Smn were shown to result in a strong reduction in the rate of biogenesis of these complexes in patient derived cell lines (Wan et al., 2005). Contrasting with these seemingly ubiquitous functions, SMA patients suffer from loss of mobility due to morphological and functional abnormality of neuromuscular junctions (NMJ), motor-neuron death and muscle degeneration, with severe forms of the disease resulting in infant death. In spite of decades of research into this disease, the cellular pathways underlying motor neuron degeneration are still poorly understood. In agreement with a central role in the gene expression pathway, Smn has been shown to be an essential protein for cell function, with null mutations resulting in cell death. However, unlike all other animal genomes, humans carry two homologous, nearly identical gene copies encoding the Smn protein, *SMN1* and *SMN2.* In contrast with *SMN1,* 75% of *SMN2* transcripts display skipping of exon 7 due to a non-coding nucleotide substitution in this exon, resulting in the synthesis of very low levels of full length Smn protein. Therefore, SMA is caused by a reduction in the levels of Smn protein due to LOF mutations of *SMN1*, with the severity of the disease being modulated by the amount of Smn protein synthesized from *SMN2*, which shows varying copy numbers in the human population (Azzouz et al., 2004). This dose dependence on Smn protein levels is a hallmark of human disease that cannot be mimicked in animal models by null mutants. Since all non-human animals only have one *SMN* gene, null mutations are either inviable or, in the case of *Drosophila*, have an extremely reduced viability thanks to maternal expression of the Smn protein. Recently, *Drosophila* transgenic RNAi *Smn* hypomorphs have been generated that display NMJ defects in an Smn dose-dependent manner (Chang et al., 2008; Sen et al., 2013), mirroring the *SMN2* dosage dependence observed in SMA patients. The milder nature of these hypomorphic models makes them similar to the human disease and thus opens the possibility to explore neuronal specific *SMN*-dependent transcriptome changes.

*Drosophila* transgenic RNAi models have been developed using a binary system that uses the offspring obtained from a cross of two transgenic fly lines. One of the lines contains a ubiquitous or tissue-specific promoter upstream of the yeast Gal4 transcription factor coding sequence. The second line has an integrated copy of an intron-spliced hairpin transcript that produces a double stranded RNA for any gene of interest, fused to the yeast upstream activator sequence (UAS) that is bound by Gal4. The resultant offspring will therefore only down-regulate the human disease gene in a tissue-specific manner, depending on the GAL4 driver used (Sik Lee, 2003).

Given its small size, obtaining tissue specific samples from *Drosophila* involves delicate manipulation procedures, making it difficult to generate samples free from cells of surrounding tissues. Furthermore, performing RNA-seq in order to profile tissue-specific transcriptomes in *Drosophila* presents another additional challenge due to the large amount of RNA required for the technique, which is usually attained by pooling samples from hundreds of individuals. In order to profile the transcriptome of the central nervous system (CNS) in *Drosophila*, transgenic RNAi models of the neurodegenerative disorder SMA, we conducted a pilot study comparing RNA-seq libraries generated from pooled samples obtained from control and hypomorphic *Smn* RNAi knockdown fly strains.

Here we present and discuss the possibility and limitations of using RNA-seq for characterization of changes in the *Drosophila* neuronal transcriptome from CNS samples of a transgenic fly strain with cell-type specific down-regulation of an ubiquitous gene. While conducting our investigation, we observed the existence of an unusual variance of gene expression within each fly strain, most likely caused by the presence of uneven contamination from surrounding tissues. In order to circumvent such effects, we demonstrate that in addition to standard procedures for read quality filtering, other quality control methods must be implemented to discard libraries that do not accurately reflect the transcriptome of the target tissue. Furthermore, we discuss the limitations of unraveling cell type specific changes in gene expression in the context of complex tissue samples and evaluate the effect of trimming 5′ ends of reads, which display nucleotide frequency biases on sampling errors.

## Materials and methods

### Fly strain, tissue preparation, and RNA extraction

Fly strains we used in this study: *w*; *P*{*w*^+mC^=*GAL*4−*elav*.*L*}3 (Bloomington), *w*; *P*{*UAS*−*PWIZ*}15, *w*; *P*{*UAS*−*Smn*^RNAi−C24^} (Chang et al., 2008), and *w*; *Df*(3*L*)*Smn*^X7^, *P*{*UAS*−*Smn*^RNAi−C24^}/TM6B, Dfd-YFP. To obtain animals with intended genotype, *w*; *P*{*w*^+mC^=*GAL*4−*elav*.*L*}3 females were crossed to males of *w*; *P*{*UAS*−*PWIZ*}15 (in text: elavGAL4 or WT), *w*; *P*{*UAS*−*Smn*^RNAi−C24^} (in text: elavGAL4-C24 or C24), or *w*; *Df*(3*L*)*Smn*^X7^, *P*{*UAS*−*Smn*^RNAi−C24^}/TM6B, Dfd-YFP (in text: Smn^X7^/elavGAL4-C24 or X7/C24). Considering the technical limitations associated to the isolation of neuronal cells, i.e., the lack of well-described cell surface markers, the impact of exogenous GFP overexpression in the maintenance of a stable differentiated phenotype (David Van Vactor, pers. commun.) and the difficulty of maintaining the physical integrity and phenotype of these cells upon tissue disruption, an approach based on manual dissection of CNS tissue was considered to be the most appropriate for profiling RNAi-dependent changes in neuronal gene expression. Approximately 200 late third instar larvae were dissected in order to generate one CNS biological replicate of the corresponding genotype in ice cold PBS. Dissected CNS samples were quickly frozen in TriPure Isolation Reagent (Roche Diagnostics GmbH, Mannheim, Germany). After, each ~200 CNS samples were pooled and crude total RNA for each sample was extracted using TriPure Isolation Reagent. The crude RNA extract was treated with rDNase set (Macherey-Nagel GmbH & Co KG, Duren, Germany) to digest contaminated DNA and was, subsequently, cleaned-up with NucleoSpinRNA Clean-up XS kit (Macherey-Nagel GmbH & Co KG, Duren, Germany) to remove impurities. The purified total RNA was quantified using spectrophotometry (NanoDrop; Thermo Scientific, DE, USA) and microfluidic analyzer, Agilent RNA 6000 Nano kit (Agilent Technologies, Waldbronn, Germany). In total we generated, six biological replicates for WT, seven biological replicates for C24 and 4 biological replicates for X7/C24.

### mRNA-seq libraries and sequencing

On average mRNA-libraries were generated from 10 μg of total RNA and prepared using the TruSeq RNA Sample preparation protocol (Illumina, USA). Information regarding all the used kits for library construction, cluster formation and sequencing is listed in Supplementary Table 1. In summary, after two cycles of poly-A selection, RNA was fragmented to an average length of 300 bp and then converted into cDNA by random priming. The cDNA was then converted into a molecular library in order to generate unstranded paired-end mRNA-seq libraries of 100 bp using the HiSeq2000 (Illumina, USA). Data acquisition and processing was performed using CASAVA v1.8.1 or v1.8.2 (Supplemental Table 1). The GEO accession number for the mRNA-seq datasets is GSE54724.

### Read quality filtering and alignment to reference genome

Raw reads were processed using in house developed PERL scripts in order to filter out reads with unknown nucleotides, reads with homopolymers with length larger of equal than 50 nt and reads with an average of the Phred quality scores lower than 30. Remaining reads were aligned to *D. melanogaster* genome assembly build BDGP5 (Flicek et al., 2013) using BWA v0.6.1 (Li and Durbin, 2009) in paired-end mode and allowing 1 mismatch and a single matching position. SAM output was further processed using SAMTools v0.1.16 (Li et al., 2009) in order to remove duplicated reads. Command lines shown in Supplementary File 1. In order to identify Gal4 transcripts, all reads were also mapped to the GAL4 gene (Gene ID 855828; accession NC_001148.4) using BWA v0.6.1 (Li and Durbin, 2009) and the same alignment parameters as previously described. Nucleotide frequencies were evaluated using FastQC v0.1 (Andrews, 2010). Taking into account that *D. melanogaster*'s genome architecture has shorter intergenic regions and smaller introns than *H. sapiens*, BWA was selected to map reads as it allows for gapped alignments and shows higher sensitivity without sacrificing quality when compared to Bowtie [used by TopHat, (Trapnell et al., 2012) the most used tool for RNA-seq read mapping], especially in the case of paired-end reads (Bao et al., 2011; Medina-Medina et al., 2012). Considering the widespread use of TopHat for mapping reads, we nevertheless compared the performance of this tool with BWA for our mRNA-seq libraries that displayed the expected profile in marker gene expression. In comparison with BWA, TopHat mapped an additional 5% of quality approved reads, but the proportion of pairs that were accurately mapped was 20% lower, therefore supporting our choice of aligner (Supplementary Table 2).

### Quantification of gene expression by mRNA-seq and statistical analysis

SAM outputs filtered for duplicated reads were used in order to perform gene counts using the htseq-count function from HTseq framework v 0.5.3p3 (Anders, 2010) in union mode and discarding low quality score alignments (–a 10), using Flybase annotation of gene models release 5.46 as available in Ensembl for genome assembly build BDGP5 (Flicek et al., 2013) (command line shown in Supplementary File1). For assessment of marker genes within library, reads were normalized using the FPKM method (Trapnell et al., 2012) in order to compare our results with tissue specific RNA-seq expression values available from FlyBase (Marygold et al., 2013). In order to perform analysis of differential expression (DE) between phenotypes, read counts were normalized and tested for DE using an error model that uses the negative binomial distribution, with mean linked by local regression to model the null distribution of the count data implemented in DESeq v1.12.0 (Anders and Huber, 2010) package of Bioconductor v2.10 (Gentleman et al., 2004). Clustering analysis was performed using the heatmap function from ggplot package (default parameters) and correlation plots were generated using lattice package in R environment (R Development Core Team, 2011). Significance of overlap between genes lists was tested using the Hypergeometric test (Apostolico et al., 2007) implemented in R v2.15 (R Development Core Team, 2011). Significance of proportions of genes belonging to tissue-specific or ubiquituous expression groups was tested using the two-proportion *z*-test in R (R Development Core Team, 2011).

### Quantification of Smn expression by RT-qPCR

Total RNA was extracted from CNS samples using the TriPure RNA extraction reagent. RNA samples were treated with rDNase set followed by purification with NucleoSpin RNA Clean-up XS kit. 1 μg of total RNA was reverse transcribed using the PrimeScript® RT reagent Kit (TaKaRa Bio Inc., Shiga, Japan) by following the protocol for TaqMan Probe Assays. qPCR was performed using Premix Ex Taq™ (TaKaRa Bio Inc.) with 100 ng of cDNA in a ABI7500 Real time PCR system (Applied Biosystems). TBP primers and Zen™ double quenched probe sets were designed using the PrimerQuest primer design tool provided by Integrated DNA Technologies, Inc. (Coralville, IA, USA) and synthesized by the same company. Primers for *Smn* quantification were designed and synthesized by TaKaRa Bio Inc. (Shiga, Japan). Primer and probe sequences are presented in Supplementary Table 3. The fold change of the gene expression was determined by relative quantification using comparative Ct.

## Results

### Detailed quality assessment of mRNA-seq libraries identifies biases introduced at the sample isolation and library preparation steps

A *Drosophila* transgenic strain for neuronal specific downregulation of *Smn* expression by double-stranded RNAi (*Smn*^wt^/elavGAL4-C24) was engineered by integrating a GAL4 inducible anti-*Smn* shRNA construct into an *Smn*^wt^/elavGAL4 background (Chang et al., 2008). The *elav* promotor is a post-mitotic neuron-specific driver, allowing for a tissue specific down-regulation of *Smn*, with the aim of characterizing *Smn*-dependent changes in neuronal gene expression. The CNS of late third instar larvae, consisting of optic lobe, central brain and nerve cord, was dissected from 200 animals from *Smn*^wt^/elavGAL4 (WT) and *Smn*^wt^/elavGAL4-C24 (C24) backgrounds and total RNA was isolated and pooled to generate a pilot RNA-seq dataset for WT and C24 strains (composed of three and four replicate pools for each, respectively). Following poly-A RNA enrichment, paired-end RNA-seq (mRNA-seq) libraries with ~100 million reads were generated from the pooled samples (Table 1). 

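The pilot libraries came from pools of CNS dissected from larvae of the third instar. WT larvae carried the elavGAL4 driver and a UAS-PWIZ insertion. C24 larvae carried the driver and a transgene for a hairpin RNA against Smn, which the driver switches on in neurons. For the 3 WT and 4 C24 pools the authors deposited the number of read pairs counted on each gene, as whole numbers without normalization. Duplicate reads had been removed before counting, so the share of duplicates cannot be computed from these counts. The deposited table lists 13872 genes, of which 570 had no count in any of the 17 libraries of the study. The WT libraries held from 9020885 to 16916650 counts (median 14712256, n = 3) and the C24 libraries from 7883183 to 20084597 (median 14999874.5, n = 4). The cDNA that went into them ranged from 2 to 5 ng for WT and from 2 to 6 ng for C24. Expression was scaled by the TMM method of edgeR unless another scaling is named. At these depths a count of 0 allows a level of up to 3 counts, or 0.149 to 0.381 CPM, the count scaled to the size of the library. Confidence intervals and this limit cover counting error only, because reads amplified by PCR are not independent molecules.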

In order to remove reads with poor sequencing quality (see Materials and Methods), quality filters were applied. As shown in Table 1, about 80% of reads passed these filters and proceeded for alignment to the reference genome and approximately 90% of these aligned to the *D. melanogaster* genome. However, after removing duplicate reads with potential origin in PCR errors, only between 27 and 60% of the aligned reads remained for further analysis. Excluding the C24_4 library, we found a very strong correlation between the number of duplicates and the amount of cDNA used for library generation (Supplementary Figure 1). After removal of duplicates, the remaining reads that were uniquely mapped to the reference genome were annotated by comparing genomic coordinates with the flybase annotation 5.46 (Marygold et al., 2013). Results shown that on average 75% of reads mapped to protein coding genes, corresponding approximately to 12,000 different genes with a normalized read depth of 1800 reads/gene, from a total of 13,937 annotated protein coding genes. 

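In the pilot libraries 11485 ± 644 genes (SD, n = 3) had at least 1 count in WT and 11356 ± 622 (SD, n = 4) in C24. The number ran from 10725 genes in C24_1 to 12092 in C24_4, or from 77.3 to 87.2% of the genes listed. The normalized count per gene was taken as the total count divided by the size factor of DESeq2 and by the number of genes with at least 1 count. It was 1188 in WT_1, 2186 in WT_2 and 2461 in C24_1, and lay between 1273 and 1449 in the other pilot libraries. The 5 genes with the most counts took between 2.20 and 3.14% of the counts of a pilot library.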

A small proportion of transcripts (1%) was mapped to non-coding RNAs (data not shown). This dataset was estimated to correspond to 90% of the length of the predicted *Drosophila* transcriptome and to a sequencing depth of ~500-fold coverage per strain.

**Table 1:** **Quantification of cDNA input, read quality filtering, mapping and protein coding annotation statistics of paired-end mRNA-seq libraries**.

**Genotype**	**Sample**	**cDNA amount (ng)**	**Total raw reads (millions)**	**Uniquely aligned reads (millions)**	**Uniquely aligned reads without duplicates (millions/%)**	**Reads mapped to genes (millions/%)**	**Number of gene species**	**Normalized average read depth/gene**
**PILOT SEQUENCING ROUND**								
WT	1	5	104.46	85.35	38.04/44.57	29.42/77	11,985	1188
	2	2	106.03	87.69	23.52/26.82	18.04/76.7	10,758	2186
	3	4	112.71	87.02	45.95/52.80	33.83/74	11,712	1273
C24	1	2	95.62	78.47	21.68/27.63	15.77/72.73	10,725	2461
	2	6	112.11	87.95	53.45/60.77	40.19/75	11,632	1353
	3	4	97.43	80.90	31.26/38.64	21.85/70	10,975	1449
	4	3	111.77	85.32	51.07/59.86	38.14/75	12,092	1322
**SECOND SEQUENCING ROUND**								
WT	4	11	126.82	95.5	70.45/73.77	53.95/77	11,964	1442
	5	10	84.38	66.12	47.21/71.40	36.52/77	11,691	1426
	6	12	113.96	87.50	67.27/76.88	53.40/79	11,984	1457
C24	5	13	86.25	65.83	48.39/73.51	36.87/76	11,667	1506
	6	7	100.34	77.9	53.20/68.29	40.47/76	11,669	1311
	7	12	98.35	77.40	53.17/68.70	39.95/75	11,970	1471
**THIRD SEQUENCING ROUND**								
X7/C24	1	4	75.45	60.86	44.83/73.66	33.60/75	11,665	1523
	2	7	95.06	73.81	58.75/79.60	43.81/75	11,935	1473
	3	6	116.27	96.55	73.98/76.62	56.70/77	12,096	1430
	4	3	116.12	88.27	44.06/49.92	33.03/75	11,386	1346

In order to investigate the assignment of each library to its known biological origin, we estimated their degree of correlation (Figure 1A). We observed that WT libraries displayed low correlation with each other, while showing unexpectedly high correlations with specific C24 libraries. 

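Pearson correlations were computed across the 13056 genes with a count in a pilot library, on counts divided by the size factors. These are correlations across genes, and genes are not independent replicates. Among the 21 pairs of libraries, pairs of WT libraries had correlations of 0.667 to 0.907 (median 0.787) and pairs of C24 libraries 0.527 to 0.995 (median 0.789). Pairs of a WT with a C24 library lay between 0.573 and 0.988 (median 0.857). WT_3 had its highest correlation with C24_3, and WT_2 had 0.982 with C24_1. C24_2 and C24_4 formed the closest pair. The log2 scale moved the low values most, and WT pairs then had correlations of 0.864 to 0.937, with 0.954 for WT_2 and C24_1.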

The same effect was observed after performing a hierarchical clustering of the stabilized variances (Figure 1B). The clustering analysis grouped libraries into two separate branches, one of which contained the C24_1 and WT_2 libraries, presenting a totally distinct expression profile. 

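Libraries were clustered by complete linkage on Euclidean distances, after the variance stabilizing transformation of DESeq2. C24_1 and WT_2 joined at a height of 132 and met the other libraries only at a height of 313. C24_2 joined C24_4 at 64.0, C24_3 joined WT_3 at 72.1, and these libraries came together at 88.1. WT_1 joined them at 176. C24_1 and WT_2 formed the separate branch with average linkage (top height 256) and on log2 CPM values (top height 268.5) as well. No replicate of these measures exists, so the heights carry no error.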

Given the technical complexity underlying the collection of these biological samples, we hypothesized that a variable degree of contamination from neighboring tissue might be the main cause of the observed discrepancies.

**Figure 1:**
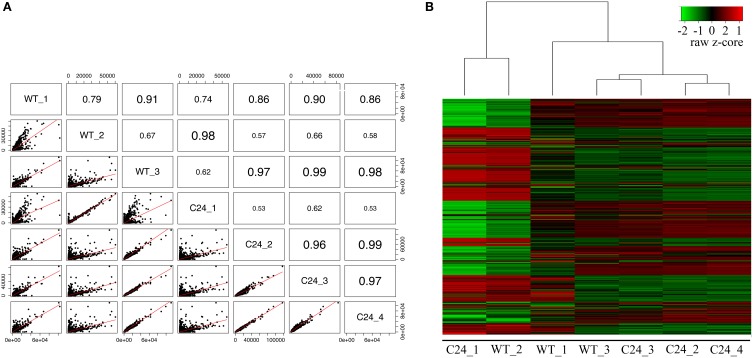
**Transcriptome profiling of *Smn*^wt^/elavGAL4 (WT) and *Smn*^wt^/elavGAL4-C24 (C24) Drosophila strains. (A)** Correlation between samples estimated from normalized counts of gene expression of ~12,000 genes in WT (*N* = 3) and C24 (*N* = 4) paired-end mRNA-seq libraries. Font size is varying according to the value of correlation. **(B)** Overview of hierarchical clustering of mRNA-seq datasets. Hierarchically clustered gene expression profiles were performed using the estimation of stabilized variance of normalized counts of gene expression as in **(A)**. Genes are ordered on the vertical axis. Values are displayed as a Z-score (mean = 0 and *SD* = 1) across samples. The magnitude of deviation from the median is represented by the color saturation. We observed that samples do not cluster according to the known biological origin.

### Use of marker genes to validate tissue-specificity of mRNA-seq libraries

We have hypothesized that the poor clustering of samples according to biological origin resulted from the presence of contamination from close neighboring tissues, such as fragments of imaginal discs (ID), which could have been inadvertently introduced during the delicate step of dissecting hundreds of larvae. In order to test this hypothesis, we defined a panel of five marker genes to which we could confidently assign an expected CNS expression pattern in our fly strains. These included the *GAL4* transgene and the neuronal specific gene *elav,* both displaying neuronal specific expression, the CNS glial cell specific marker *repo* (Xiong et al., 1994), and the *Pen* and *Usp7* genes, which according to published records (Marygold et al., 2013), are not expected to be enriched in the CNS. *Pen* is most highly expressed in ID, whereas *Usp* is a ubiquitously expressed gene. The normalized expression values for gene length (FPKM) for each of these genes were determined for each mRNA-seq library (Figure 2). The results obtained were in agreement with our hypothesis of tissue contamination, with four libraries displaying expected profiles for CNS derived samples, whereas libraries WT_1, WT_2, and C24_1 had high levels of *Pen* expression and low or absent expression of the CNS marker genes. This marker gene approach corroborated the results obtained by the hierarchical clustering analysis and allowed us to identify which expression profile corresponds to the target tissue, thereby providing a biological basis for the exclusion of specific samples from downstream analysis. 

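Marker levels were computed as RPKM, counts scaled to the length of the gene and to all counts of the library, with the gene lengths of the supplement. The neuronal gene elav (FBgn0260400) lies on chromosome X of BDGP6 from 509235 to 523226. It had an RPKM of 29.9 in WT_1, 5.97 in WT_2 and 2.18 in C24_1, against 176 ± 22.9 (SD, n = 4) in WT_3, C24_2, C24_3 and C24_4. The glial gene repo (FBgn0011701, chromosome 3R from 18236192 to 18239602) was at 21.6, 5.69 and 4.24 RPKM in WT_1, WT_2 and C24_1, and at 44.3 ± 5.62 (SD, n = 4) in the other pilot libraries. Pen (FBgn0011823) reached 219 RPKM in WT_1, while WT_2 had 94.8 and C24_1 had 78.3, below the range of 115 to 146 in the remaining pilot libraries. With TMM scaling WT_2 had 109 and C24_1 96.5, against 107 to 141 in the remaining libraries, so that only C24_1 lay below. Usp7 (FBgn0030366, chromosome X from 12022837 to 12029032) had 55.1 RPKM in WT_1, 7.92 in WT_2 and 3.70 in C24_1, against 79.9 ± 9.84 (SD, n = 4). Dividing by the library sizes given in the supplement, which are 2.80 to 3.53 times the counts on genes, lowered the mean of elav in WT_3, C24_2, C24_3 and C24_4 to 56.8.
Lists of genes typical of larval tissues were also compared. For each list the median over its genes of the log2 CPM difference from the libraries of the second sequencing round was taken. The neuron list (12 genes) stood at -4.03 in WT_1, -4.93 in WT_2 and -6.67 in C24_1. The glia list (9 genes) stood at -0.72, -1.76 and -1.83, and the neuroblast list (6 genes) at -0.90, -2.69 and -3.30. The imaginal disc list (10 genes) was at 0.42 in WT_1, -0.72 in WT_2 and -1.99 in C24_1, and the eye disc list (7 genes) at 1.64, -0.94 and -0.40. Lists of other tissues were higher, and the muscle list (9 genes) stood at 6.03, 4.71 and 5.62. The fat body list (7 genes) was at 5.87, 4.11 and 4.53, the salivary gland list (7 genes) at 3.53, 3.64 and 5.08, and the ring gland list (6 genes) at 3.64, 4.43 and 4.52. The hemocyte list (6 genes) was at 3.01, 2.29 and 1.15. The midgut list (12 genes) stood at -0.19, 3.48 and 9.34, and at 0.09, 3.37 and 9.33 with counts below 3 set to 3. The testis list (7 genes) stood at 3.06, 0.00 and -0.50, and at 2.72, 1.36 and 1.66 with that floor. In WT_3 and C24_2 to C24_4 the neuron list lay between -0.44 and -0.12.

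**Figure D1:**
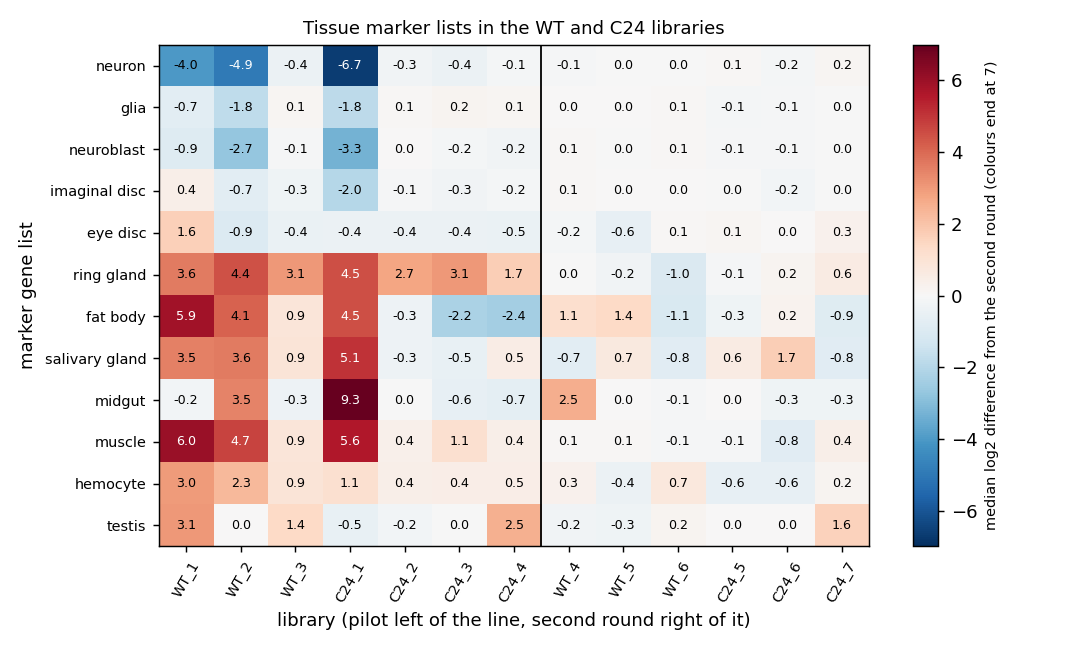
Median log2 difference in CPM of the genes of each tissue list from the libraries of the second sequencing round, in each WT and C24 library. The neuron list is lowest in WT_1, WT_2 and C24_1, at -4.03, -4.93 and -6.67.

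The paper reasons that low levels of the CNS markers beside high Pen mark libraries that hold tissue from outside the CNS, and on this ground leaves WT_1, WT_2 and C24_1 out.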

Although displaying most of the hallmarks of neuronal expression, samples C24_3 and WT_3 presented a lower expression value of the *GAL4* transgene, which suggested that they should not be considered for further analysis. 

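The GAL4 transgene is not among the genes listed in the deposited counts, so its level cannot be computed. The other markers of these libraries were elav at 149.6 RPKM in WT_3 and 169 in C24_3, against 204.5 in C24_2 and 181 in C24_4. The RPKM of repo was 38.65 in WT_3 and 40.2 in C24_3, and 49.2 in C24_2 and 49.0 in C24_4. The ring gland list stood at 3.06 in WT_3 and 3.06 in C24_3, and at 2.75 in C24_2 and 1.71 in C24_4.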

We therefore established a basic profile for CNS expression in our transgenic fly strains, exemplified by the C24_2 and C24_4 samples, which can be used to evaluate the “tissue specificity” of CNS mRNA-seq libraries.

**Figure 2:**
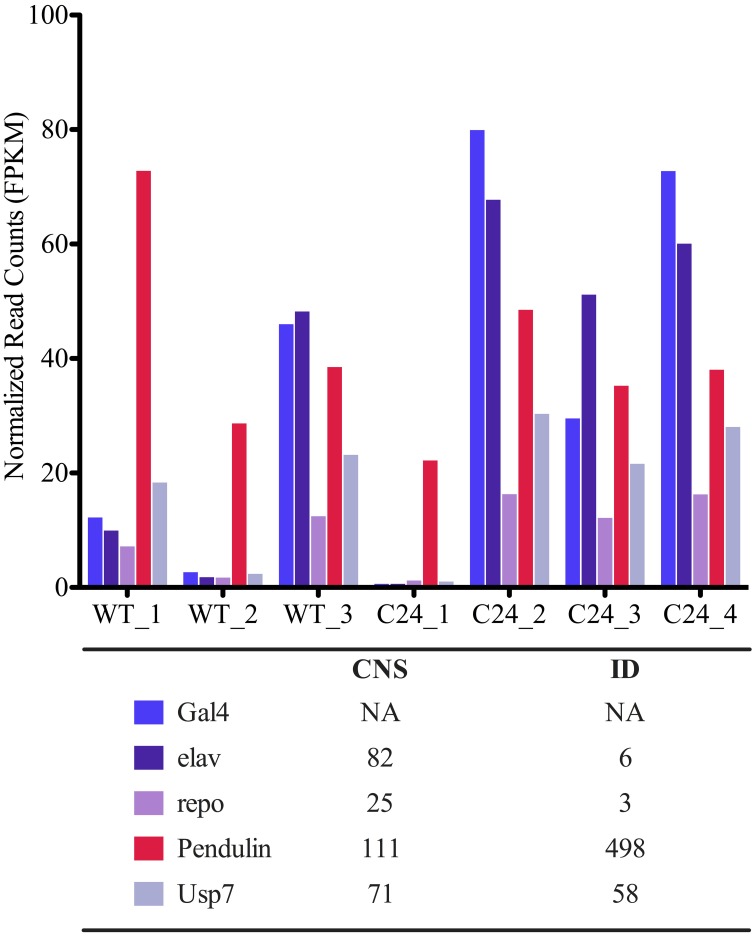
**Assessment of tissue specificity of mRNA-seq libraries using markers genes.** Expression levels of selected marker genes in pilot mRNA-seq libraries using normalized expression counts for gene length (FPKM) (see Materials and Methods). Plot legend presents mRNA-seq FPKM estimates for endogenous genes in L3 stage larvae central nervous system (CNS) and Imaginal Discs (ID) reported by Marygold et al. (2013).

After this pilot sequencing experiment, six additional paired-end mRNA-seq libraries, corresponding to three biological replicates of WT and C24 pooled CNS samples were generated using higher amounts of input cDNA. This reduced the PCR incurred bias during library preparation and consequently resulted in a higher coverage of protein coding genes, increasing the robustness of the dataset to study the CNS transcriptome (Table 1). 

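The second sequencing round holds 3 WT and 3 C24 libraries, for which the deposited values have the same form as those of the pilot. The WT libraries WT_4, WT_5 and WT_6 were made from 11, 10 and 12 ng of cDNA, and the C24 libraries C24_5, C24_6 and C24_7 from 13, 7 and 12 ng. WT libraries held from 18260661 to 26977495 counts (median 26690481, n = 3) and C24 libraries from 18432613 to 20234140 (median 19979635, n = 3). A count of 0 allows up to 0.111 to 0.164 CPM at these depths. The 5 genes with the most counts took 1.73 to 2.00% of a library.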

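The libraries of the second round held 21762504 ± 4008658 counts (SD, n = 6), against 14088189 ± 4887657 (SD, n = 7) in the pilot. The difference exceeded the spread between libraries (2-sided exact permutation test over 1716 splits, p = 0.0140). The number of genes with at least 1 count was 11823 ± 163 (SD, n = 6) against 11411 ± 580 (SD, n = 7), a difference within the spread of the pilot libraries (exact permutation p = 0.149). For genes with at least 10 counts the numbers were 9473 ± 158 and 9145 ± 393 (exact permutation p = 0.0950). Without WT_1, WT_2 and C24_1 the pilot libraries had 16750249 ± 4099585 counts (SD, n = 4; exact permutation p = 0.119) and 11603 ± 464 genes with at least 1 count (exact permutation p = 0.319). Within WT alone the exact p was 0.1 for the counts, the smallest that 3 libraries against 3 allow, and 0.7 for the genes. Within C24 alone it was 0.314 and 0.343, where 0.0286 is the smallest possible. Sequencing round and cDNA input changed together, so their parts in these differences cannot be told apart.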

We next tested the tissue specificity of the libraries using our gene marker's set. 

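In the libraries of the second round elav had an RPKM of 208 ± 15.5 (SD, n = 6) and ranged from 186 to 231. The levels of repo and Usp7 were 44.1 ± 0.976 and 93.8 ± 4.88 RPKM (SD, n = 6), and Pen was at 132 ± 9.12 (SD, n = 6). Against all pilot libraries, elav differed with an exact permutation p of 0.0146 (0.0243 adjusted over the 4 markers and Smn), Usp7 with 0.00816 (adjusted 0.0233), repo with 0.133 (adjusted 0.166) and Pen with 0.830. Against WT_3 and C24_2 to C24_4 only, the adjusted exact p of elav and of Usp7 was 0.0555. Of the tissue lists, neuron lay between -0.15 and 0.16 in all 6 libraries. The list values are differences from this same round, so they show only how its libraries differ among themselves. A shift shared by all of them could not appear. The highest value of any other list was 2.53 for midgut in WT_4 (2.32 with counts below 3 set to 3), where 4 of the 12 genes of the list exceed 1 CPM in this round. Salivary gland stood at 1.71 in C24_6, testis at 1.60 in C24_7, and fat body at 1.15 in WT_4, 1.40 in WT_5 and -1.08 in WT_6.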

All the novel libraries displayed the expected gene signature for CNS samples of elavGAL4 transgenic flies (Supplementary Figure 2). To evaluate the efficiency of our marker gene panel in detecting non-tissue-specific datasets, we performed a principal component analysis (PCA) including all the sequenced libraries (Figure 3A) or including only the benchmarked libraries (Figure 3B). After removing the potential non-CNS libraries, the PCA analysis displayed a discrete separation between the WT and C24 strains, which was not observed before.

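Principal components were computed from the transformed counts of all genes. In the 13 WT and C24 libraries the first component held 75.0% of the variance and the second 7.48%. C24_1 lay at -261 on the first component, WT_2 at -200.5 and WT_1 at -94.9, while the others lay between 15.4 and 79.8. No straight line on these components parted WT from C24, and the positions on the first component did not differ between genotypes (exact permutation test, p = 0.787, n = 6 and 7). In the 8 libraries of Fig. 3B the first component held 63.9% and the second 11.2%. The genotypes overlapped on the first component (exact permutation p = 0.107, n = 3 and 5), where WT lay between -20.8 and -8.38 and C24 between -16.7 and 33.1. A straight line across both components parted them. Such a line exists for 9 of the 56 ways to divide these libraries into groups of 3 and 5, the real division included. With WT_5 left out the genotypes were apart on the first component, by 6.55% of its range. C24_2 and C24_4 lay at 29.0 and 33.1, and of the second-round libraries C24_6 lay nearest to them, at 16.1. C24_2 and C24_4 come from the pilot, while all WT libraries in this set come from the second round. The positions of the genotypes are therefore mixed with those of the sequencing round and cDNA input.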

**Figure 3:**
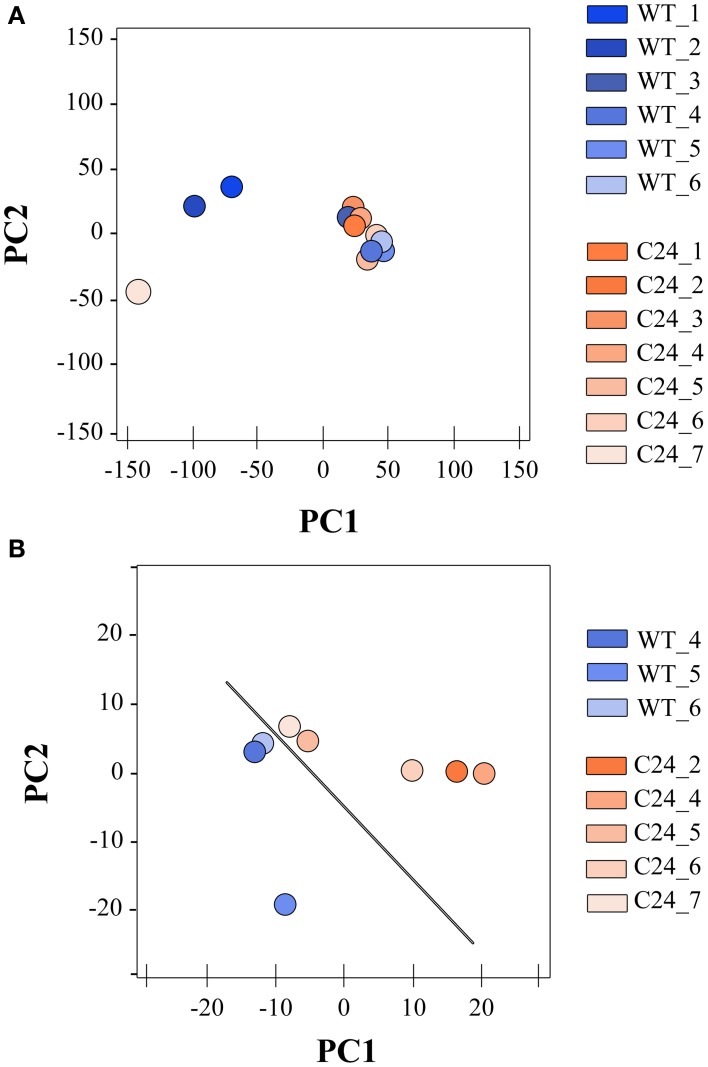
**Marker genes allow identification of mRNA-seq libraries displaying significant contamination from neighboring tissues. (A)** PCA of global expression trends when including all WT and C24 libraries. **(B)** Spatial distribution of global expression trends in WT and C24 excluding libraries flagged by the marker gene panel as displaying significant contamination from neighboring tissues. PCA was applied to the stabilized variances estimated from normalized reads counts of ~12,000 genes expressed in WT and C24 samples.

### Sensitivity of detection of cell type specific changes in the expression of ubiquitous genes is limited in complex tissue samples

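For each comparison counts were fitted with the quasi-likelihood test of edgeR, on genes with enough counts by its function filterByExpr. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted as differentially expressed. Standard errors (SE) are on the log2 scale. Counts were simulated from the gene means and dispersions of these libraries, with 2-fold changes put into known genes. In them the test recovered 81.2% of the changed genes with 3 libraries against 3 (5.88% of its calls false). With 2 against 2 it recovered 87.3% (11.3% false). The simulated counts follow the fitted model, so they hold no library that stands apart from its group. The numbers of the replicates do not pair the libraries. Only second-round libraries entered the comparisons of C24 with WT by 3 against 3 and 2 against 2. The sequencing round therefore does not differ between the genotypes there, and kits of the sets A and B were used for both genotypes.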

Following the selection of mRNA-seq libraries to identify datasets displaying low levels of non-CNS tissue contamination, we used libraries from the second sequencing round to perform a comparative analysis between the WT and C24 strains. The results of quantification of gene expression that are presented are based in the BWA alignments that produced a higher accuracy in the mapping of pairs of reads resulting in a higher proportion of reads mapped to protein coding regions. 

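Between the 3 C24 and the 3 WT libraries of the second round, 37 of the 9394 genes tested had an adjusted p under 0.05, of which 15 were higher and 22 lower in C24. All 37 had no overlap between the genotypes, against 13.6% of all genes tested and 10% by chance. The number was 122 with DESeq2, 10 with only genes of at least 10 counts in every library, and 5 at the lowest with 1 library left out (WT_4). The largest rise was that of CG32437 (FBgn0052437, chromosome 3L of BDGP6 from 21357683 to 21359867), which had at most 2 counts in a WT library. It was at least 56.3-fold higher in C24 (adjusted p = 0.00178, edgeR). CG14608 (FBgn0037487) had 10.2 ± 1.18 CPM in C24 and 0.161 ± 0.0533 in WT (SD, n = 3 each), a log2 fold change of 5.98 (SE 0.253, edgeR adjusted p = 0.000310). Ugt86Dd (FBgn0040256) rose by 2.17 (edgeR adjusted p = 0.0352, up to 0.188 over the alternatives). The largest fall was in the neighboring genes Cyp4p2 (FBgn0033395, chromosome 2R from 9237512 to 9239831) and Cyp4p1 (FBgn0015037, chromosome 2R from 9240041 to 9242139). Cyp4p2 had 0.726 ± 0.383 CPM in C24 and 36.6 ± 4.38 in WT (SD, n = 3 each), a log2 fold change of -5.67 (SE 0.279, edgeR adjusted p = 0.000468), and Cyp4p1 changed by -5.26 (edgeR adjusted p = 0.0110, up to 0.0873 over the alternatives). CG13315 (FBgn0040827) changed by -4.01.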

Although the elav-C24 flies exhibit a *Smn*-dependent NMJ phenotype (Chang et al., 2008), the DE analysis identified only a small number of genes (80) when performing a 3 vs. 3 replicate between WT and C24 comparison, of which approximately half were either up or down-regulated. 

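With WT_5 and C24_6 left out, 214 of 9590 genes had an adjusted p under 0.05 between the 2 C24 and the 2 WT libraries, with 143 higher and 71 lower in C24. The median size of their log2 fold change was 0.44, and 39 of them differed by at least 2-fold. Of all genes tested, 53.6% had no overlap between the groups, against 33.3% by chance. A term for the kit set called 1196 genes and left 1 degree of freedom, and the joint fit of 10 libraries called 4. The spread between replicates, as the common biological coefficient of variation of edgeR, was 12.8% with 3 libraries against 3 and 5.62% with 2 against 2, over the genes with a known length. CG3339 (FBgn0039510) rose by 3.00 (edgeR adjusted p = 0.00412, up to 0.205 over the alternatives). The gene mthl8 (FBgn0052475, chromosome 3L from 22428 to 26308) had 108 to 452 counts in WT_4 and WT_6 and none in C24_5 and C24_7 (67 in C24_6, which was left out), and was at least 65.3-fold lower in C24 (edgeR adjusted p = 0.0384, up to 0.221 over the alternatives). In C24_6 and WT_5, which took no part in this fit, 86.45% of the 214 genes differed in the direction of the fit.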

When excluding samples WT_5 and C24_6 and therefore comparing only 2 replicates of each condition, we observed an decrease of the dispersion of measurements of gene expression (Figure 3B), and the number of differentially expressed genes identified increased to 209, of which 141 were up-regulated and 68 were down-regulated in C24 samples. 

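Supplementary Figure 3 names 151 different genes, all of them in the deposited counts. They took 0.0213% of the counts in WT_5 (95% confidence interval by the Wilson method 0.0207 to 0.0220%), against 0.00664% in WT_4 and 0.00558% in WT_6. In C24_6 they took 0.00585% (0.00553 to 0.00619%), in C24_5 0.00609% and in C24_7 0.00747%. In WT_5, 15 of these genes exceeded every other second-round library by more than 2-fold, as did 7 in C24_7, 2 in WT_4 and 1 in C24_5. None did so in C24_6 or WT_6. Without the 5 genes with the most counts the share in WT_5 was 0.0155%. The most abundant of the raised genes was Ag5r2, at 35.3 CPM in WT_5 and at least 86.4-fold above the other libraries of the round.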

The origin of the elevated dispersion caused by these libraries within their corresponding dataset seems to stem from an unusual presence of transcripts derived from non-CNS tissues, although of a relatively small magnitude (Supplementary Figure 3). Unexpectedly, the list of differentially expressed genes did not include the shRNA target *Smn* as significantly down-regulated (Figure 4A).

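Smn (FBgn0036641) lies on chromosome 3L of BDGP6 from 16580398 to 16581547. In the comparison of 3 libraries with 3 its count, normalized by size factors, was 1410 ± 60.6 in WT and 1258 ± 139 in C24 (SD, n = 3 each). The difference was not larger than the spread between libraries (exact permutation p = 0.2, where 0.1 is the smallest possible), with a log2 fold change of -0.16 (SE 0.0952, edgeR adjusted p = 0.741). With WT_5 and C24_6 left out the normalized count was 1435 ± 62.3 in WT and 1221 ± 1.11 in C24 (SD, n = 2 each). The log2 fold change was then -0.23 (SE 0.0594, edgeR adjusted p = 0.0947), and the term for the kit set gave -0.22 with an adjusted p of 0.0269 (range over the alternatives 0.0269 to 1). In C24_6 the RPKM of Smn was 82.1, in the other C24 libraries of the round it was lower, with a mean over all 3 of 68.2 ± 12.1 (SD), and in WT 74.5 ± 4.03 (SD, n = 3). From the absence of Smn from the list of differentially expressed genes the paper goes on to ask whether reads of the hairpin transgene conceal a fall.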

**Figure 4:**
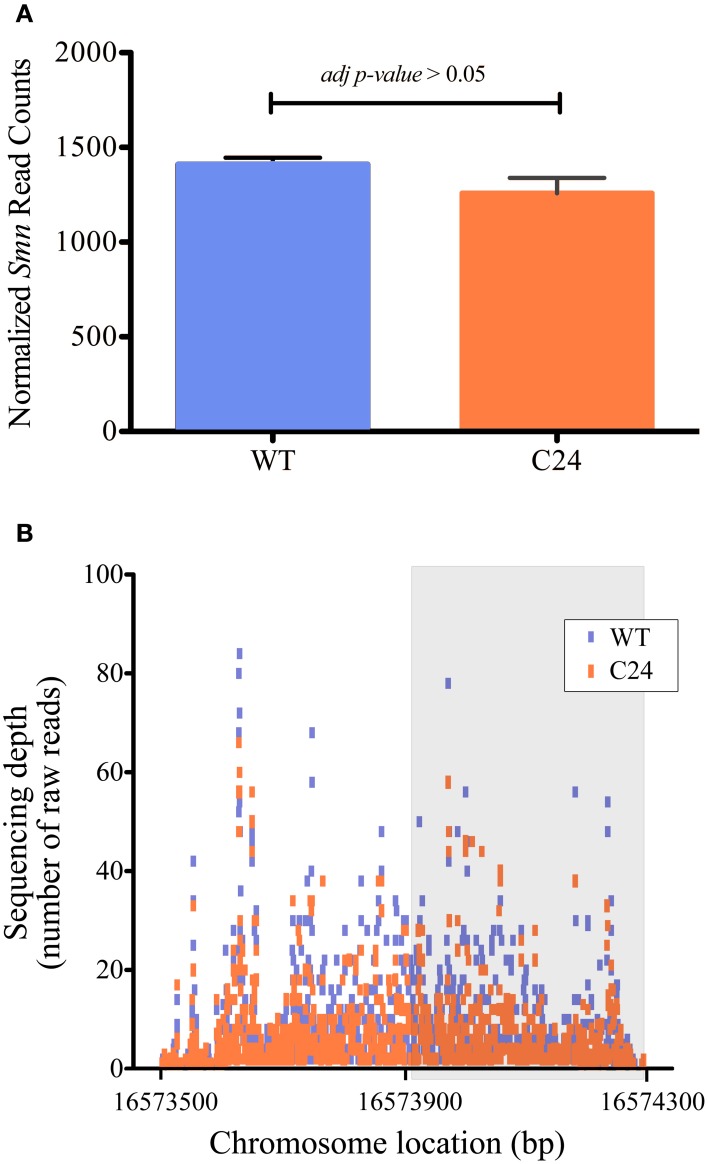
**Quantification of the expression levels of the RNAi target *Smn* in WT and C24 datasets is not affected by detection of reads from the shRNA construct. (A)** Normalized read counts of the *Smn* gene using size factor normalization (see Materials and Methods). Testing for differential expression shows that *Smn* is not significantly down-regulated in the C24 strain (*adjp*-value > 0.05). **(B)** Number of raw sequencing reads aligned along the *Smn* gene in WT and C24 libraries. Gray box marks the *Smn* region targeted by the shRNA transcript. No significant difference between the two strains is observed, suggesting that endogenous gene quantification is not biased by the detection of shRNA derived transcripts.

The transgenic shRNA knockdown of *Smn* in C24 flies is mediated by the expression of a double stranded RNA corresponding to the 3′ half of the *Smn* transcript (see Figure 4B). Considering the lack of strand specificity of the standard mRNA-seq approach used in this study, it is possible that detection of sequencing reads from the shRNA transgene could bias the overall quantification of the endogenous target gene. To our knowledge, this issue has not been previously addressed in RNA-seq datasets. To evaluate if this transcript was being detected, we mapped the reads that are assigned to *Smn* along its genomic coordinates (Figure 4B). In case of detection of the transgenic shRNA transcript, a marked difference in the number of reads mapping to the targeted region should be observed. Our results indicate that this is not the case. As an alternative approach, we performed a DE analysis of *Smn* levels considering only reads aligning to the non-targeted 5′ region, as the only possible origin for these sequences is the endogenous gene. Therefore these sequence tags will reflect *Smn* expression without the possible confounding effect emerging from the detection of reads from the shRNA transgene. The resulting quantification of *Smn* expression levels was similar to the one obtained using sequencing tags mapping to the full transcript (data not shown), supporting the initial conclusion that *Smn* is not differentially expressed between WT and C24 CNS mRNA-seq libraries. These results suggest that the expression of a transgenic shRNA transcript does not interfere with target gene quantification using non-strand specific, polyA plus paired-end mRNA-seq.

In order to obtain an independent estimate of *Smn* expression levels in WT and C24 CNS, RT-qPCR quantification in total RNA samples was performed (Figure 5). The results obtained show a slight, yet non-significant downregulation of *Smn*, in good agreement with the quantification derived from the mRNA-seq analysis. Considering that the C24 shRNA transgene has been previously shown to efficiently down-regulate *Smn* expression when under the control of a ubiquitous driver, and that *Smn*-dependent phenotypic changes have been demonstrated for the elavGAL4-C24 flies (Chang et al., 2008), the inability to detect differential *Smn* expression may stem from a lack of sensitivity to neuronal specific changes of an ubiquitously expressed gene in the context of CNS samples. Indeed, in addition to neuronal cells where the anti-*Smn* shRNA transgene is active, these samples also contain significant amounts of glial cells, which express high levels of Smn and other ubiquitous genes. 

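The X7/C24 larvae carry the C24 transgene and driver over a deletion of Smn on 1 chromosome. The deposited table has 4 X7/C24 libraries, in the same form as the others and from the third sequencing round, which holds no other genotype. They held from 16516270 to 28339670 counts (median 19354005, n = 4) and were made from 4, 7, 6 and 3 ng of cDNA. In them 11772 ± 312 genes (SD, n = 4) had at least 1 count. Comparisons with WT used the 3 libraries X7/C24_1 to X7/C24_3 and the 3 WT libraries of the second round, as the paper did. The genotype and the sequencing round changed together, so a difference of genotype cannot be told apart from that of the round in these libraries.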

To obtain a deeper insight into these issues, mRNA-seq libraries were prepared and sequenced from samples obtained from elavGAL4_C24 transgenic flies in a heterozygous *Smn* deficiency (*Smn*^X7^) background (Chang et al., 2008). The X7/C24 flies present a genomic deletion of *Smn*, thereby affecting *Smn* expression across all tissues. In agreement with this, RT-qPCR analysis of *Smn* levels in the X7/C24 strain showed a reduction of mRNA abundance of approximately 80% (Figure 5). These libraries were processed for quality filtering (Table 1) and its tissue-specificity was assessed as previously described (Supplementary Figure 2). 

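In X7/C24_1 to X7/C24_3 the RPKM of elav was 222 ± 14.2, that of repo 41.2 ± 2.26, that of Usp7 94.4 ± 3.23 and that of Pen 117 ± 2.89 (SD, n = 3). X7/C24_4 had 153.6 for elav, 51.1 for repo, 76.6 for Usp7 and 132.6 for Pen. The fall of Pen against WT was -0.19 on the log2 scale (SE 0.0535, edgeR adjusted p = 0.0209, up to 0.164 over the alternatives). The ring gland list stood at 3.07 ± 0.259 (SD, n = 3) in X7/C24_1 to X7/C24_3 and at 0.08 in X7/C24_4, against a mean of -0.41 in WT, and all 6 of its genes were called higher. The hemocyte list was at 2.59 ± 0.60 (SD, n = 3), with 4 of 6 genes called higher, and at -0.68 in X7/C24_4. The eye disc list was at 0.70 ± 0.0493 (SD, n = 3), with 5 of 7 genes called higher, and at -0.98 in X7/C24_4. For each of these lists the exact permutation p against WT was 0.1, the smallest that 3 libraries against 3 allow. The neuron, neuroblast, imaginal disc, midgut and muscle lists had the same p, with 5 of 12 neuron genes called higher and 5 of 6 neuroblast genes called lower. The means of the other lists were 0.16 for neuron, -0.06 for glia, -0.22 for neuroblast, 0.19 for imaginal disc, 0.59 for fat body, -0.71 for salivary gland, 0.53 for muscle, 0.04 for testis, and -0.49 for midgut (-0.14 with counts below 3 set to 3).

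**Figure D2:**
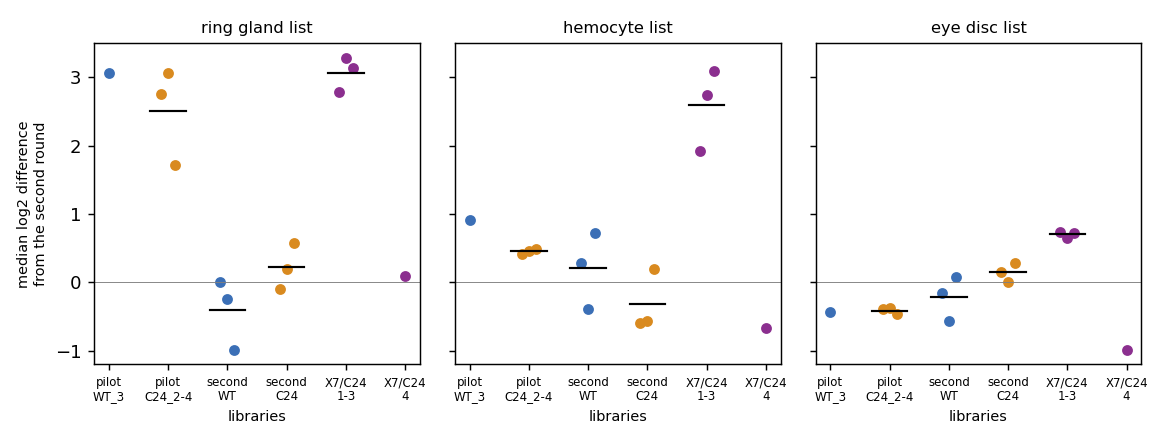
Median log2 difference in CPM of the genes of each tissue list from the second sequencing round, in the WT libraries of that round and the X7/C24 libraries. The ring gland list stands near 3.07 in X7/C24_1 to X7/C24_3 and at 0.08 in X7/C24_4.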

From all X7/C24 libraries, only one was removed due to high level of duplicates, and all passed the benchmark controls for low non-CNS tissue contamination. As shown in Figure 6A, the six selected WT and X7/C24 libraries are spatially separated by phenotype by PCA, confirming a robust assignment of sample origin. 

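In the 6 libraries of Fig. 6A the first component held 67.0% of the variance and the second 16.5%. WT lay between -17.0 and -15.1 on the first component and X7/C24 between 15.85 and 16.4. The gap between the genotypes was 92.5% of the range, against a spread within genotypes of 2.28% (SD, exact permutation p = 0.1, the smallest possible). It was 85.4% with the 500 most variable genes and 87.5% on log2 CPM values. A straight line on the first components parts 6 of the 20 ways to divide these libraries into groups of 3.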

Importantly, the increased dispersion previously observed within the WT libraries was found to have a small impact on this dataset, as performing PCA without library WT_5 did not affect the degree of spatial separation between WT and X7/C24 (data not shown). Therefore, this library was included in the following step of DE analysis, which identified a total of 2846 differentially expressed genes, including a significant down-regulation of *Smn* in the X7/C24 strain of approximately 70% (Figure 6B). This is in good agreement with the qPCR quantification data (Figure 5). These genes included 90% of the 181 DE genes in the C24 vs. WT comparison, representing a statistically significant overlap (*p*-value < 0.05) between both datasets. This implies that the elav-C24 strain displays *Smn*-dependent changes in neuronal gene expression. 

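Without WT_5 the gap on the first component was 94.0% of the range and this component held 77.1% of the variance. In the comparison of X7/C24 with WT, leaving out WT_5 raised the number of genes with an adjusted p under 0.05 to 4792.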

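Between X7/C24 and WT, 4087 of 9657 genes had an adjusted p under 0.05, with 2044 higher and 2043 lower in X7/C24. Their median log2 fold change in size was 0.37, and 665 of them differed by at least 2-fold. Of all genes tested, 53.3% had no overlap between the groups, against 10% by chance. The number moved most with the 2-fold limit and then with X7/C24_4 included, which gave 761 genes, and among the fits that leave out a single library it was lowest without WT_4, at 2846. The largest rises were those of CG17669 (FBgn0034352), at least 108-fold higher, CG32437, at least 41.0-fold higher, and CG43124 (FBgn0262587), at least 36.4-fold higher in X7/C24. CG43124 had 2 counts in X7/C24_4, which took no part in this fit, and 24.1 to 43.9 CPM in WT_1, WT_2 and C24_1. Cyp4p1 changed by -6.69 and Cyp4p2 by -6.42 (edgeR adjusted p = 7.11e-07). CG3868 changed by -5.02 (edgeR adjusted p = 0.0302, up to 0.215 over the alternatives), and by -1.95 without WT_5. The normalized count of Smn was 652 ± 14.0 in X7/C24 and 1447 ± 64.8 in WT (SD, n = 3 each; exact permutation p = 0.1, the smallest possible). This is a reduction of 54.9%. The fitted log2 fold change was -1.16 (SE 0.0558, edgeR adjusted p = 1.05e-05), a reduction of 55.1%. The RPKM of Smn was 32.2 ± 0.429 (SD) in X7/C24_1 to X7/C24_3 and 55.5 in X7/C24_4.

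**Figure D3:**
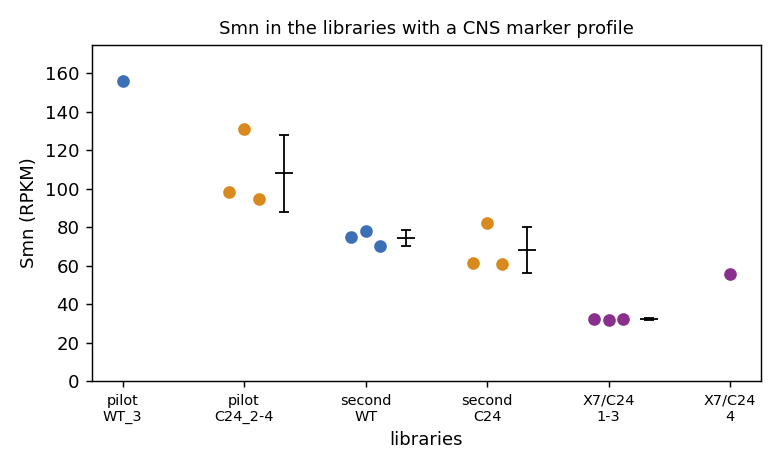
RPKM of Smn in each library, grouped by genotype and sequencing round. X7/C24_1 to X7/C24_3 have a mean of 32.2 and X7/C24_4 lies at 55.5.

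Against the 3 C24 libraries of the second round, Smn changed by -0.99 (SE 0.0948, edgeR adjusted p = 0.000782, up to 0.0890 over the alternatives), a comparison that the paper does not report.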

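Of the 214 genes called between C24 and WT with 2 libraries each, 213 were also tested between X7/C24 and WT. Of these, 177 (83.1%) had an adjusted p under 0.05 there, against 41.8% expected by chance over the 9469 genes tested in both (exact hypergeometric test, p = 4.78e-36). The same direction held for 170 of the 177. With the calls of 3 libraries against 3, 31 of 36 genes (86.1%) overlapped. The calls of all 13 WT and C24 libraries gave the largest move, to 1 of 1 (100%, exact hypergeometric p = 0.425, against a range of 1.93e-65 to 0.425 over the alternatives). Both comparisons use the WT libraries WT_4 and WT_6, so their log2 fold changes are not independent. In 20 simulations of unchanged genotypes that shared the WT libraries, 62.2 to 74.3% of the top C24 genes were among the top X7/C24 genes. The share was 83.6% in the data. The simulated fits called at most 5 genes for C24 and 4 for X7/C24, against 214 and 4087. They therefore cannot tell how far shared WT libraries raise the overlap where genes do differ. Of the 213 genes, 110 had a larger log2 fold change in X7/C24, and the median size was 0.44 in C24 and 0.49 in X7/C24.

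**Figure D4:**
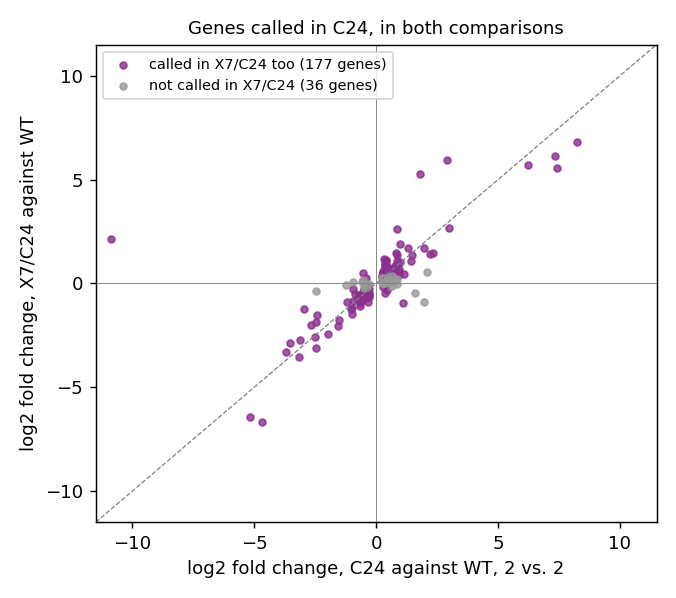
Log2 fold change against WT in C24 (2 libraries of each genotype) and in X7/C24 (3 of each), for the 213 genes called between C24 and WT and tested in both. Of these, 198 lie on the same side of 0 on both axes.

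The paper takes the overlap between the comparisons to imply that C24 larvae show changes of neuronal gene expression that depend on Smn.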

We reasoned that DE of *Smn*-dependent ubiquitous genes might be difficult to detect in the elav-C24 background due to signal dilution in a complex sample. On the other hand, it is predicted that the sensitivity to detect changes in the expression of neuronal specific genes should not be impaired or even display a relative higher efficiency in this mutant background that in the X7/C24 flies. In order to test this hypothesis, we retrieved from Flybase (Marygold et al., 2013) all genes annotated as “neuron,” “glia” and “ubiquitous” regarding their expression and used these lists to classify the DE genes identified in the C24 and X7/C24 backgrounds. As shown in Table 2, in agreement with our predictions, a much smaller proportion of ubiquitous genes was identified as differentially expressed in C24 flies than in the X7/C24, when compared to WT flies. Conversely, the C24 background had a higher sensitivity in the identification of neuronal specific changes in gene expression than the X7/C24, even though the overall down-regulation of *Smn* expression in these flies is expected to be higher.

**Figure 5:**
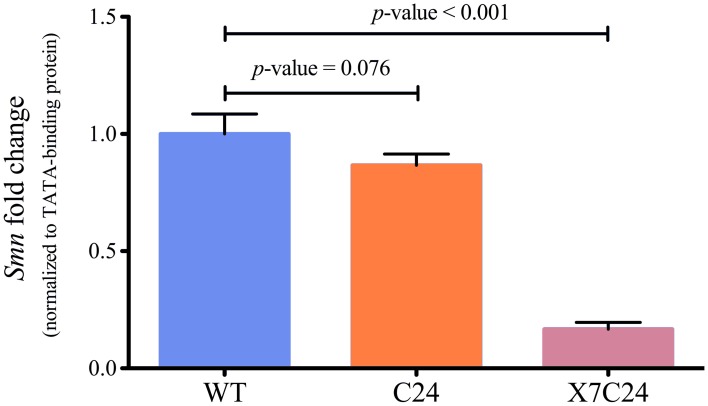
**RT-qPCR quantification of *Smn* expression levels in CNS samples from WT, C24, and X7/C24 fly strains.** Average fold change and standard deviation (*N* = 3). Relative expression levels determined with the 2^∧^ddCt method using the *TATA-Binding protein* as reference gene. *Smn* is only significantly down regulated in *Smn*^X7^/elavGAL4-C24 (X7/C24) flies (*t*-test *p*-value < 0.0001).

**Figure 6:**
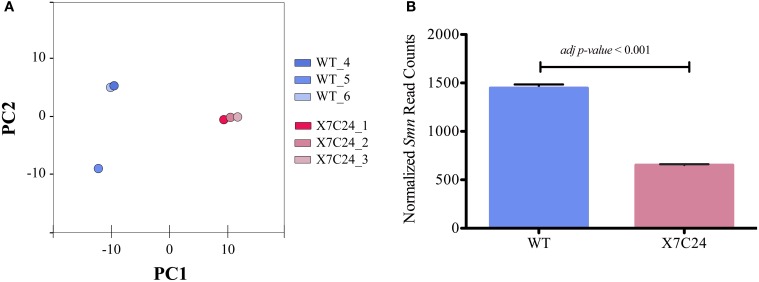
**Comparative analysis of global and *Smn* expression profiles in *Smn*^X7^/elavGAL4-C24 (X7/C24) and elavGAL4 (WT) flies. (A)** Spatial distribution of global expression trends in WT and X7/C24. PCA was applied to the stabilized variances estimated from normalized reads counts of ~12,000 genes expressed in WT and X7/C24 samples. **(B)** Normalized reads counts of *Smn* gene in WT and X7/C24 phenotypes. The transgenic X7/C24 presents a transcriptome profile that clearly distinguishes it from the WT and displays a significant down-regulation of the siRNA target gene *Smn*.

**Table 2:** **Differentially expressed genes in C24 or X7/C24 flies that are classified as having neuronal, glial or ubiquitous expression in Flybase**.

	**Neuronal (442 genes)**	**Glial (74 genes)**	**Ubiquitous (2649 genes)**
C24	20 genes^†^	1 gene	39 genes^†^
(209 DE genes)	(9.5%)	(0.5%)	(18.5%)
X7/C24	109 genes	29 genes	743 genes
(2846 DE genes)	(3.8%)	(1.0%)	(26.1%)

† Statistically significant differences in the relative proportion of identified genes between the two sample types using the two-proportion z-test are highlighted with (p < 0.05%).

We conclude that the major limitation to the detection of neuronal-specific gene expression changes in C24 mRNA-seq CNS-libraries most likely arises from a signal dilution effect imposed by the presence of other cell types where *Smn* expression is normal.

### Trimming 5′ ends decreases bias in nucleotide frequencies and increases gene coverage

Similar to what has been reported in previous RNA-seq studies (Hansen et al., 2010; Jiang et al., 2011), we observed in our dataset a strong distinct pattern in the nucleotide frequencies in the first 10 positions of the 5′ end of sequencing reads (while considering all the raw, unfiltered reads) (Figure 7). This effect reflects a bias in nucleotide content that may consequently cause a decrease in the number reads that are significantly mapped to the reference genome and therefore impact on the quantification of gene expression and/or of transcript isoforms. To our knowledge, in spite of several reports on this effect, no previous study has investigated the impact of these nucleotide biases on the downstream analysis of mRNA-seq libraries. To explore the impact of these biases on sequencing coverage, we trimmed the first 10 nucleotides off the 5′ end of all reads, followed by read quality filtering and alignment to the reference genome as previously described. After filtering, we observed a decrease in library size (mostly due to a decrease of reads with an average quality score larger than 30), accompanied by a larger increase of the number of reads that mapped to the reference genome (data not shown). This resulted in a comparable increase of ~8% of reads that mapped to protein coding genes in all libraries (Figure 8A). This increase in coverage of protein coding genes had larger impact on genes with medium expression levels (Figure 8B), also affecting the DE analysis. The analysis of DE comparing either WT vs. X7/C24 or WT vs. C24 revealed a small decrease in the total number of DE genes and a change in significance affecting 9% of DE genes (Figure 8C).

**Figure 7:**
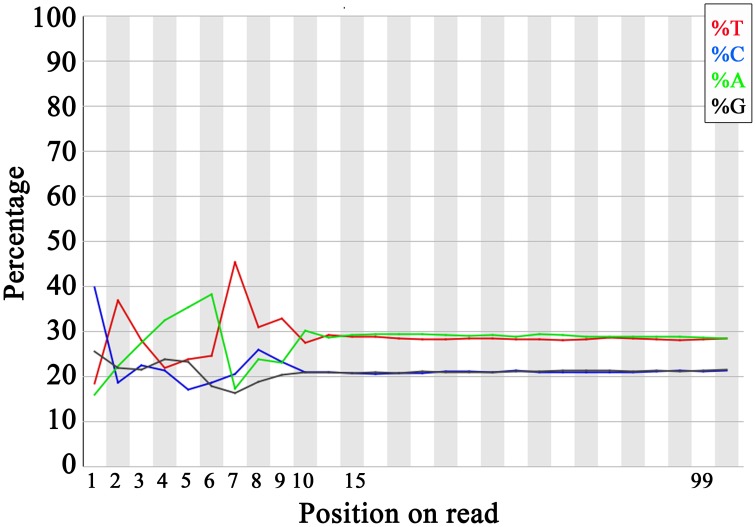
**Bias in nucleotide frequency in 5′ end of reads.** Nucleotide frequencies per position. Example of the first 200,000 reads from the first paired-end sequencing of WT_1, as calculated by the FastQC algorithm (Andrews, 2010). This bias was observed in all the sequenced samples from both paired-end sequencing rounds (data not shown).

**Figure 8:**
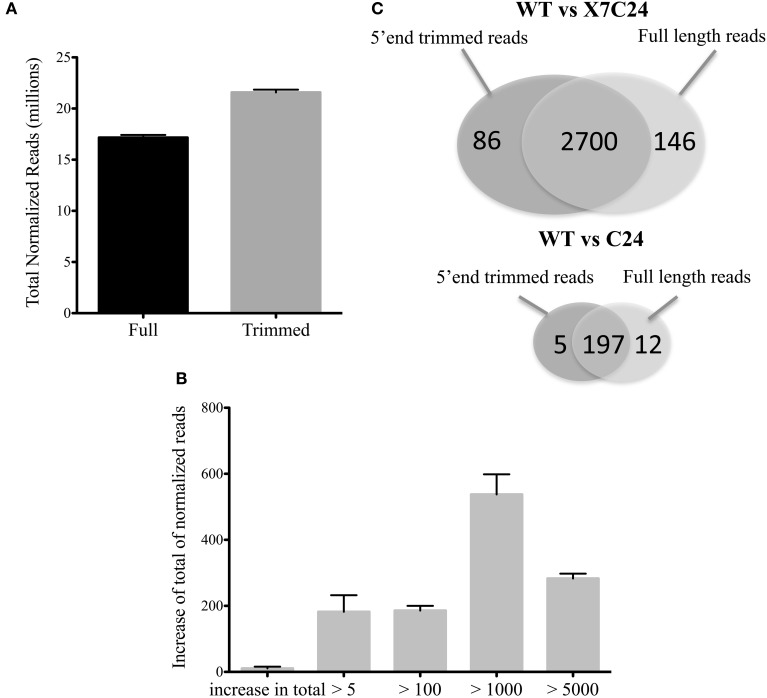
**Effect of 5′ end trimming on gene coverage. (A)** Total reads mapped to protein coding features after performing trimming of 10 nucleotides from 5′ ends of all raw reads (Trimmed) and without trimming (Full) in all libraries of WT, C24, and X7/C24 that passed QC analysis. **(B)** Average gain and s.e.m of normalized reads mapped to protein coding genes after trimming, shown according to class of sequencing depth (estimated over normalized reads) per library (WT, C24, X7/C24). Class of sequencing depth as follows: over 5 reads (>5), over 100 reads (>100), over 1000 reads (>1000), or over 5000 reads (>5000). **(C)** Venn diagram of total number of differentially expressed genes (*adj p-value* < 0.05) in Trimmed vs. Full datasets for WT vs. C24 and WT vs. X7/C24.

## Discussion

We have generated the first map of the transcriptome of the CNS of *Drosophila elavGAL4* transgenic strains displaying neuronal specific expression of an shRNA construct targeting the ubiquitously expressed gene *Smn* using paired-end mRNA-seq. The ambitious potential of this experiment is illustrated by the extensive nature of this dataset, with an average of 100 million raw reads per sample, producing a total of 1753 million reads, with potential to cover 95% of the transcriptome and detect the expression of ~12000 genes. However, RNA-seq is not a bias free and 100% accurate approach to obtain a snapshot of the transcriptome in the target biological context (Hansen et al., 2010; Kircher et al., 2011; Sendler et al., 2011). Before sequencing, the generation of mRNA-seq libraries involves processing the extracted total RNA through several steps that are prone to introduce a bias in the accurate measurement of gene and isoform expression. cDNA synthesis followed by PCR amplification for the generation of double stranded DNA is one of the most critical steps in the process and the one with larger impact on the accuracy of transcriptome representation (Ozsolak et al., 2009). Therefore, in order to fully capitalize on the potential of the data generated and extract the maximum amount of biological information during downstream analysis, quality filtering of mRNA-seq is a crucial and important step in the process.

The results obtained in our study using the pilot sequencing run shown that in spite of the fact that only <1% of the raw reads were removed by filtering due to poor quality and that the rate of uniquely aligned reads to the genome was ~90%, the presence of PCR duplicates accounted for an average of 50% of the dataset. This percentage was even higher in datasets in which libraries were prepared from low cDNA inputs, which incurred in a higher rate of PCR errors, as previously reported (Kozarewa et al., 2009). In the libraries generated in the following sequencing rounds, there was an increase in the amount of cDNA used and consequently, we observed the expected decrease in the proportion of duplicated reads. These results clearly demonstrate how the process of mRNA-seq libraries preparation is a critical step that can significantly impact the gene coverage that can be achieved. After duplicate removal, ~90% of quality approved reads were uniquely aligned to the *Drosophila* genome covering at least 90% of the *known* transcriptome, with a sequencing depth of ~500× per gene in each of the studied phenotypes. This level of coverage is of similar magnitude to a previous mRNA-seq study focused on *Drosophila* brain (Hughes et al., 2012) and of similar magnitude to studies focusing on “whole-body” (Gan et al., 2010; Daines et al., 2011), underscoring the potential of this dataset to provide interesting insights on the CNS impact of *Smn* down-regulation and to detect novel transcript isoforms. Similar to a previous study of the transcriptome of the *Drosophila* brain using mRNA-seq (Hughes et al., 2012), our dataset contains only 70% of sequenced tags mapping to protein coding genes, which is 20% less than the reports of Graveley et al. (2011), a previous study which profiled the *Drosophila* transcriptome by mRNA-seq generated from “whole-body” samples. This suggests that the *Drosophila* CNS transcriptome may potentially be enriched with intergenic transcripts, as has been reported in primates (Xu et al., 2010).

As part of the general workflow of bioinformatics analysis after data filtering, the correlation and spatial relation between samples in our dataset was investigated. We observed poor correlations (<0.90) between libraries of the same strain and consequently observed a spurious hierarchical clustering regarding the biological origin of libraries in our pilot sequencing round. Considering the strong correlations observed between some libraries of different biological origin (over 0.98 in some cases), we put forth the possibility that the mRNA-seq libraries were being biased by contaminations from non-CNS tissues originating during the complex step of larvae dissection and tissue isolation, rather than reflecting stochastic biases occurring during library preparation, as reported by others (Mamanova et al., 2010). Therefore, taking into account that our libraries were generated from the CNS of transgenic flies expressing GAL4 under the control of the promoter of the neuronal specific gene *elav*, and that ID are the tissue with highest potential to be unintentionally sampled due to physical proximity, we decided to compare within each sample the levels of expression of: (a) *elav*; (b) the *GAL4* transgene; (c) the glia specific gene *repo* (Xiong et al., 1994); (d) *pendulin*, a gene highly expressed in ID (Marygold et al., 2013) and (d) *Usp*, an ubiquitously expressed gene (Marygold et al., 2013). This small group of genes allowed us to establish a basic profile for CNS-specific expression in our mRNA-seq libraries, which was used to efficiently eliminate datasets displaying large magnitude of contamination from surrounding tissues that compromised DE analysis. This approach is easily adaptable to similar studies using flies that express transgenes from a tissue specific driver, providing a simple solution for the quality control of tissue specific datasets. Following the establishment of this filtering procedure, we set out to evaluate the potential of mRNA-seq analysis of CNS samples to identify differentially expressed genes in response to the neuronal specific down-regulation of our gene of interest *Smn*. The inability to detect a significant down-regulation of the shRNA-targeted gene raised several important questions regarding transcriptome profiling studies in this kind of models. First, we were able to show that although these transgenic flies express high levels of a double stranded RNA that is identical to half of the sequence of the target gene, and in spite of the use of a non-strand specific sequencing approach, we do not detect a significant amount of sequencing reads that may be attributed to the shRNA transgene. Therefore, we conclude that these sequences do not accumulate to levels that may interfere with the quantification of the target gene expression using mRNA-seq. In agreement with this, the results from relative RT-qPCR quantification of the levels of target gene expression were very similar to those determined by mRNA-seq. Therefore, another possible explanation was that either the levels of neuronal-specific down-regulation achieved by the *elav* driver were too low to be detected, or the quantification of transcripts derived from neurons was strongly compromised by the complexity of the tissue sample used to generate the mRNA-seq libraries. The identification of a very small number of differentially expressed genes further raised questions about the relevance of using the *elav*-driven down-regulation of *Smn* to characterize neuronal specific gene expression changes. In order to obtain a deeper insight into these questions, we generated CNS mRNA-seq libraries from progeny obtained by a cross between the elav-C24 line and a Df(3L)SmnX7/TM6B, Dfd, YFP (X7(±)) mutant line, which contains a deletion of the *Smn* gene. These flies have a somatic down-regulation of *Smn*, compounded by the neuronal specific-expression of the anti-*Smn* shRNA and therefore exhibit a much more severe phenotype. In agreement with this, *Smn* down-regulation was very prominent in these flies and a much higher number of genes was found to be differentially expressed when compared to the WT background. Moreover, this group of differentially expressed genes showed a highly significant overlap with the much smaller subset identified in the C24 vs. WT comparison, suggesting that the DE analysis of C24 mRNA-seq libraries was nevertheless able to identify *Smn*-specific changes in neuronal gene expression. The occurrence of loss of sensitivity as a consequence of the presence of non-neuronal cells in the isolated tissue samples was expected to have a more significant effect on ubiquitously expressed genes, while neuronal genes should be more efficiently detected in a C24 background. By performing a classification of the differentially expressed genes identified in each comparison regarding their described tissue specificity, we suggest that the major limitation in the transcriptome profiling of the C24 flies is a signal dampening effect arising from the presence of non-neuronal cells. Therefore, the use of this bulk approach in similar contexts of cell-type specific up or down-regulation of a target gene should be considered with caution when approaches to isolate the target cell population are not an option. However, our results suggest that the increased sensitivity in the identification of cell-type specific genes afforded by these models may still justify the combined use of tissue specific down-regulation and compound tissue libraries in specific cases.

While assessing the quality of our sequencing dataset, we observed a bias in the nucleotide frequencies of the first 10 nucleotides of the 5′ ends of all reads. This bias has been attributed to the use of random hexamer primers in the preparation of mRNA-seq libraries (Hansen et al., 2010). Therefore, we investigated what would be the impact of filtering out these nucleotides at the level of library size, rate of mapped reads and percentage of reads mapped to protein coding genes. While this manuscript was in review, Del Fabbro et al. (2013), reported that trimming 5′ ends of RNA-seq reads resulted in a decrease of library size and in the increase of the number of mapped reads. These results confirm our assessment of the effect of trimming 5′ ends of all reads. Moreover, and more interestingly our results showed the increase of reads that mapped to protein coding features, with the more prominent effect on genes with medium levels of expression. Given that the quality scores are estimated by an algorithm that analyses image data, this suggests that the measure of quality scores in the trimmed portion of reads has been overestimated and that trimming 5′ ends that suffer from a distortion nucleotide frequencies may result in a decrease of the effect of systematic technical errors, ensuring a more accurate measurement of gene expression. Indeed, after testing for DE, although we found a large overlap between both analysis, we observed a decrease in the number of differentially expressed genes, most likely due to a decrease in the false discovery rate.

In conclusion, we have observed that applying a small set of key genes allowed us to eliminate mRNA-seq libraries with a high level of contamination from non-CNS tissues, purging the dataset from libraries that would otherwise completely impair the identification of differentially expressed genes between the CNS transcriptome. Moreover, we address the limitations associated with the use of complex tissue samples to profile gene expression changes caused by a cell-type specific down-regulation of a gene of interest. Our results suggest that although the magnitude of detected changes—in particular for ubiquitously expressed genes—may be significantly masked by the detection of transcripts from other, non-targeted cell types, the ability to identify changes in genes that are specifically expressed in the targeted cell type is still maintained. Therefore, the combined use of models displaying tissue specific and somatic down-regulation of a gene of interest may provide complementary information. Finally, we demonstrate that trimming the 5′ end portion of mRNA-seq reads when significant biases in nucleotide frequencies are detected during quality control analysis, can increase the coverage of protein coding genes, causing a change in the number of DE genes, mostly likely to a decrease of incurred sampling bias.

## Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Quality assessment and control of tissue specific RNA-seq libraries of Drosophila transgenic RNAi models
**Source:** Front Genet. 2014 Mar 5;5:43. doi: 10.3389/fgene.2014.00043
**Supplement:** Supplementary file 3

**Supplementary Table 3| Primers and Probes to assess Smn expression by qPCR**

Two primers and Zen^TM^ double quenched probes sets were designed using PrimerQuest primer design tool provided by Integrated DNA Technologies, Inc. (Coralville, IA, USA) and synthesized by Integrated DNA Technologies, Inc., otherwise noted. Primers for Smn-A3 and Smn-A5 assay were design and synthesized by TaKaRa Bio Inc. (Shiga, Japan)

Note: Number front of Forward and Reverse primer sequence is starting position of each gene: TBP (NM_079081.3), and Smn (NM_079388)

TBP

Forward 1075-GCT ACG AGC CTG AGC TAT TT

Reverse 1171-CCA GTG AGC ACC ACC TTT

Probe /56-FAM/AAT CGT GCT /ZEN/CCT CAT CTT CGT GTC C/3IABkFQ/

Smn-A3

Forward 277- CTACCAGCCCGGAACCAGTATC

Reverse 407- CAAATAGCGGAGTACGCAGGTG

Probe /56-FAM/AGG GCG CTG /ZEN/TGG TGT CTA TTA ACG /3IABkFQ/

# Supplementary material for: Quality assessment and control of tissue specific RNA-seq libraries of Drosophila transgenic RNAi models
**Source:** Front Genet. 2014 Mar 5;5:43. doi: 10.3389/fgene.2014.00043
**Supplement:** Supplementary file 6

## Supplementary FILE 1

#####Bioinformatic analysis commands#####

#####

Alignment using BWA

#####

```
bwa aln -n 1 -t 4 D_m_bwa_is [Read_1.fastq_TABLE_filtered.txt.fastq] >
[Read_1.fastq_TABLE_filtered.txt.fastq.sai]
```

```
bwa sampe -n 1 -N 1 D_m_bwa_is [Read_1.fastq_TABLE_filtered.txt.fastq.sai]
[Read_2.fastq_TABLE_filtered.txt.fastq.sai]
[Read_1.fastq_TABLE_filtered.txt.fastq] [Read_2.fastq_TABLE_filtered.txt.fastq]
> [pair_sam] &
```

#####  
SAMTOOLS : for duplicate filtering : this was applied to sam output obtained from  
BWA and to accepted\_hits.bam generated by Tophat2

#####

```
samtools view -bS -o [pair.bam] [pair_sam] #convert sam to bam
```

```
samtools sort [pair.bam] [pair_sorted.bam] # Sort by chromosome
```

```
samtools rmdup [pair_sorted.bam] [pair_sorted_filtered.bam] #Remove duplicates
```

```
samtools sort -n [pair_sorted_filtered.bam] [pair_sorted_filtered_byread.bam] #Sort by
read
```

```
samtools view -h -o [pair_sorted_filtered_byread.sam] [pair_sorted_filtered_byread.bam]
#Convert back to .sam
```

#####

RNA-seq read counts per gene using htseq-count

#####

```
htseq-count -a 10 -s no [pair_sorted_filtered_byread.sam]
Drosophila_melanogaster.BDGP5.66.gtf > [gene_count_union]
```

#####

Alignment using TopHat2

#####

```
tophat2 --num-threads 2 -r 200 -g 1 -G /Drosophila_melanogaster.BDGP5.66.gtf  
-o _tophat_no_novel --no-novel-juncs Bowtie2Index_Matching_gtf/D_M  
[Sample_R1_TABLE_filtered.txt.fastq] Sample_R2_TABLE_filtered.txt.fastq]
```

# Supplementary material for: Quality assessment and control of tissue specific RNA-seq libraries of Drosophila transgenic RNAi models
**Source:** Front Genet. 2014 Mar 5;5:43. doi: 10.3389/fgene.2014.00043

**Supplementary Figure 1- Scatterplot showing the relation between the cDNA input of mRNA-seq libraries and the proportion of duplicates that was observed. x-axis (cDNA input in ng), y-axis % of duplicates in the mRNA-seq library**

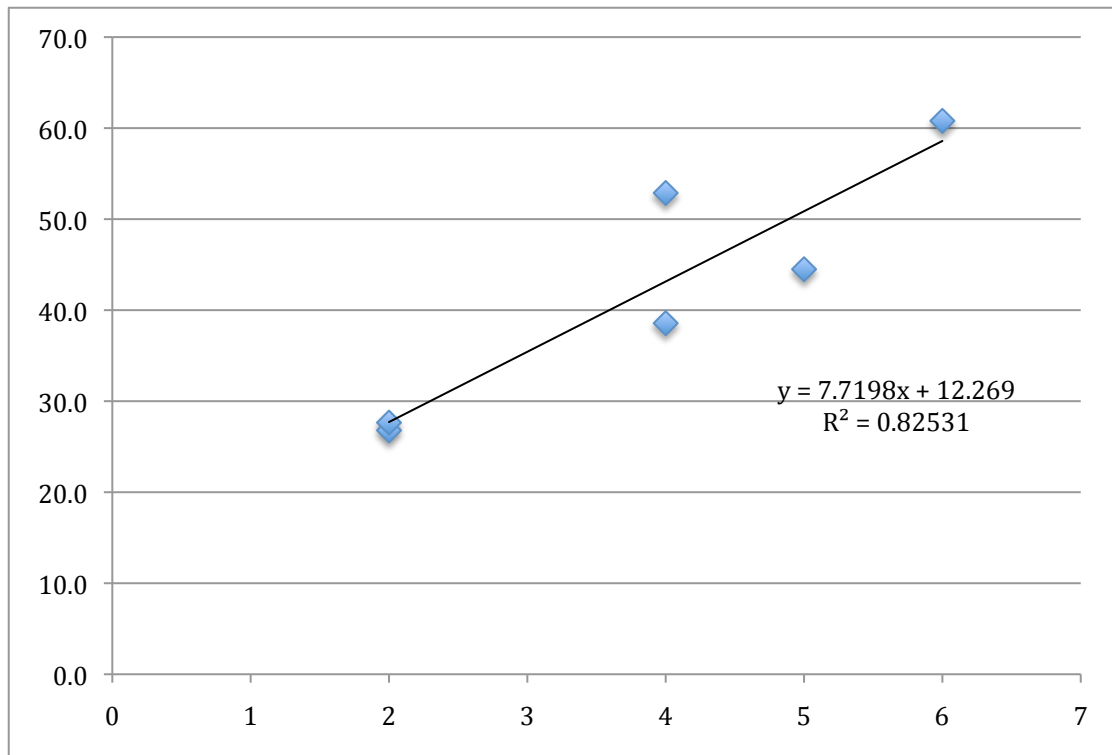

**Supplement:** Supplementary file 7

How the deposited data were processed for this re-analysis (not part of the article)

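The data are mRNA-seq counts from 17 libraries, each made from a pool of dissected larval CNS: 6 WT, 7 C24 and 4 X7/C24 libraries over 3 sequencing rounds. The authors filtered the reads by quality, aligned them, removed duplicates, and counted read pairs on genes of the FlyBase annotation. The deposited values are whole numbers without normalization, checked as such on the table. Each count stands for a pair of reads. Doubled totals lie at the numbers of mapped reads in Table 1, the numbers of genes with a count differ from it by at most 4, and the normalized depth per gene by at most 1. The RPKM of the markers, recomputed with the library sizes of the supplement, differ from the 85 values printed there by at most 0.0036%.

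The libraries held between 7883183 and 28339670 counts, with a median of 18432613. Shares of counts carry 95% Wilson intervals, and a count of 0 was taken to allow up to 3 counts. Groups and sequencing rounds were taken from the labels and from Table 1, the cDNA input from Table 1, and the kit set from Supplementary Table 1. Gene positions and exon lengths came from a BDGP6 annotation, which holds 13153 (94.8%) of the 13872 genes, while the authors aligned to the earlier build.

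Counts were analysed in R 4.3.3 with edgeR 4.0.16, and for the alternatives with DESeq2 1.42.0 and limma 3.58.1. The main test was the edgeR quasi-likelihood test with TMM scaling, the filterByExpr filter and a Benjamini-Hochberg threshold of 0.05. It compared C24 with WT in 3 against 3 and in 2 against 2 libraries of the second round, X7/C24 with WT and with C24 in 3 against 3, and C24 with WT over all 13 libraries and over the 7 pilot libraries. Log2 CPM values used a prior count of 2. The test was tried on simulated data, in which 200 genes of each comparison were given a 2-fold change. It recovered 88.4% of the changed genes of the X7/C24 comparison with WT and 85.2% of that with C24. In the comparisons over all 13 libraries and over the pilot it recovered 0%, so the low numbers of genes there say nothing about the genotypes. Comparisons of single values used exact permutation tests, and correlations over more than 10 libraries used 100000 permutations.

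The tests, the tissue lists, the alternatives and the rule for the genes to name were set before the data were examined. The rule names every gene that the paper names. For each comparison it adds up to 3 genes with the largest rise and 3 with the largest fall, among genes past the threshold without overlap between the groups and with a mean log2 CPM of at least 1. Ag5r2 and the genes named with the tissue lists below were chosen after their values were seen. The lists cover neuron, glia, neuroblast, imaginal disc, eye disc, ring gland, fat body, salivary gland, midgut, muscle, hemocyte and testis. Of their genes, 12, 9, 6, 10, 6, 5, 7, 6, 4, 8, 4 and 0 in this order exceeded 1 CPM in the second round. No gene is on 2 lists, and all 7 testis genes and 1 midgut gene are also in Supplementary Figure 3. A list for the sex of the larvae had 1 gene in the counts and was not used.

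The alternatives were DESeq2, limma-voom, the size factors of DESeq2, total counts, other filters on low counts, a 2-fold limit, terms for the kit set, the replicate number and the sequencing round, a joint fit, X7/C24_4 included, and each library left out in turn. A further alternative, a trend on gene length taken out of each library, was added after the data had been seen. The trend was smoothed over 7243 genes with at least 10 counts in every library, and genes without a known length were not tested under it. Whether replicate numbers pair the libraries was checked by the correlation of their deviations from the group means, which was -0.27 and -0.40 in the second round, and the numbers were not taken as pairs. Trimming, duplicates, read positions along Smn, the GAL4 transgene, RT-qPCR and the classes of Table 2 cannot be computed from the deposited counts and were left out.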

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

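Every test in this part was chosen only after the result it addresses had been seen, those on gene length after long genes had been found low in WT_3 and X7/C24_4. A library far from the others of its genotype was looked for in 60 groups of 4 to 7 libraries and found in 22, where chance gives about 3. Bias from GC content and reads shared between related genes were not tested, since no genome sequence was at hand. Supplementary Table 1 places X7/C24_1 under both versions of the library kit and X7/C24_4 under neither, so an effect of the version on X7/C24_4 was not tested.

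C24_1 and WT_2 stood far from the other libraries of their genotypes. WT_2 had 10758 genes with at least 1 count. In C24_1 the genes of Supplementary Figure 3 took 0.135% of the counts, but 0.0138% without the 5 genes with the most counts. The RPKM of elav, repo and Usp7 in C24_1 were 2.18, 4.24 and 3.70. The RPKM of Smn was 478 in WT_2 and 447 in C24_1. In C24_1 the neuron list stood at -6.67, the glia list at -1.83, the neuroblast list at -3.30 and the imaginal disc list at -1.99, and in WT_2 the neuroblast list stood at -2.69. The lists of fat body, salivary gland, midgut and muscle stood at 4.53, 5.08, 9.34 and 5.62 in C24_1. The pair holds both genotypes, which argues against the genotype as the source. Both were made from 2 ng of cDNA, the least of all libraries.

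A candidate explanation for the loss of neuronal transcripts in WT_1, WT_2 and C24_1 is tissue from outside the CNS. The muscle and fat body lists rose together, with a mean of 5.46 for muscle. Salivary gland and ring gland lists rose in these libraries as well, so muscle and fat body cannot be singled out. The neuron list fell further than that of glia. It stood at -4.03 against -0.72 in WT_1, -4.93 against -1.76 in WT_2 and -6.67 against -1.83 in C24_1. Tissue without either set of transcripts would lower both alike, so it does not by itself account for this gap. In WT_1, WT_2 and C24_1 the muscle gene Mlc2 was at 589, 889 and 1699 CPM, and the fat body gene Lsp2 at 1299, 1151 and 1998 CPM. Imaginal disc tissue cannot be told apart as a source. Its list stood at a mean of -1.36 in WT_2 and C24_1 and at 0.42 in WT_1, but at 0.69, 0.70 and 0.85 once a trend on gene length was taken out of each library. In these libraries long genes were low. The log2 difference from the second round had correlations across genes with log2 gene length of -0.61 in WT_1, -0.69 in WT_2 and -0.71 in C24_1. A loss of long transcripts is not the whole cause of the low neuronal transcripts, since the neuron list stayed at a mean of -2.45 with the trend taken out. For the high Smn in WT_2 and C24_1 it cannot be told apart from the other tissue. The 1148 genes about as long as Smn (1086 bases of exons) were higher by a median of 1.88, and Smn by 2.94. With the trend taken out Smn still stood at 1.22 in WT_2 and 1.17 in C24_1, so part of the rise was left.

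WT_5 had the largest share of counts on the genes of Supplementary Figure 3 among the WT libraries, at 0.0213%. The paper shows these genes to account for the dispersion of WT_5 and C24_6, so the share cannot be taken as independent evidence. The share was 0.0155% without the 5 genes with the most counts, and the midgut list stood at 0.01 in WT_5. Only 4 of the 12 genes of that list exceeded 1 CPM in the second round, so its median cannot decide on midgut tissue. Among the 15 genes raised in WT_5, Jon65Aii, Jon65Ai, Jon99Ci and Amy-d were at least 77.7-, 71.7-, 53.9- and 51.4-fold above the other libraries of the round. No biological or technical explanation was tested for the share.

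X7/C24_4 stood apart from the other X7/C24 libraries in Smn, at 55.5 RPKM, and in the lists of neuron (-0.46), imaginal disc (-0.35), eye disc (-0.98) and ring gland (0.084). A candidate explanation for the higher Smn is a loss of long transcripts relative to short ones, since Smn is a short gene. Genes about as long as Smn were higher in X7/C24_4 than in X7/C24_1 to X7/C24_3 by a median of 0.49, and Smn by 0.60, above 73.5% of these genes. With the trend on gene length taken out, Smn stood at -1.01 in X7/C24_4 and between -1.12 and -1.11 in the others. The neuron list then stood at 0.20 and the imaginal disc list at -0.04. The eye disc list stayed at -0.81, which argues against gene length as its cause. The prediction had been written for the neuron, imaginal disc and eye disc lists together, and the eye disc list was set apart from it after the values were seen. The ring gland list, outside this prediction, stood at 0.10 with the trend taken out. It stood between 2.88 and 3.38 in X7/C24_1 to X7/C24_3, so the trend left this gap in place. The same trend may lie behind the Smn levels of the pilot. In WT_3 and C24_2 to C24_4, genes about as long as Smn were higher than in the second round by a median of 0.42 and Smn by 0.62.

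Other explanations for X7/C24_4 stay open. Smn was also higher in WT_3 and C24_2 to C24_4, made from less cDNA than the second round (exact permutation p = 0.00476, 0.0238 adjusted over 5 genes). A direct effect of the cDNA input cannot be told apart from the trend on length, because the libraries with the strongest trend also had little cDNA. X7/C24_1, with 4 ng, had nearly no trend (-0.04 per doubling of length, against -0.50 in X7/C24_4). WT or C24 larvae in the pool are argued against. By the level of Smn they would make up 41.05 or 51.2% of it. The 8 genes found in WT but rare in X7/C24_1 to X7/C24_3 give a median share of WT larvae of 1.61% (highest 35.4%), and Cyp4p2, among them, was at 0.389 CPM in X7/C24_4 against a mean of 36.9 in WT. For C24 only 2 genes meet this rule, with a median of 13.2%. With genes that are at least 4-fold higher or lower in X7/C24_1 to X7/C24_3 and not raised in WT_1, WT_2 or C24_1, the median share was 19.9% for WT (14 genes, 11 of them below the share by Smn) and 15.2% for C24 (6 genes, all 6 below). Of these, mthl8 was at 61.6 CPM in X7/C24_4, near its mean of 72.1 in X7/C24_1 to X7/C24_3 and far from the 1.02 of C24. Other larvae of the same cross were not sequenced, and their presence was not tested.

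The ring gland list stood at 3.07, the hemocyte list at 2.59 and the eye disc list at 0.70 in X7/C24_1 to X7/C24_3, a signal that the paper does not report. A candidate explanation is tissue attached to the CNS at dissection. The ring gland list was raised in all 3 libraries, and the ring gland gene phm was at 131 to 198 CPM there, and Hml of hemocytes at 31.2 to 106.5 CPM. These values describe the signal itself, so they are no separate test of attached tissue. The ring gland list also stood at 1.71 to 3.06 in WT_3 and C24_2 to C24_4. A lower share of neurons is argued against by the neuron list, at 0.16. Gene length is argued against as well, since the ring gland list stood at a mean of 3.20 with the trend taken out. The X7/C24 genotype cannot be told apart as a source. The hemocyte list was at -0.68 in X7/C24_4, which has the same genotype, but that is a single library. The round of sequencing stays open too, since the third round holds this genotype only.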

How the results depend on the processing

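The alternative with a trend on gene length was chosen only after the results were seen. The others were set in advance, and unless stated the cause of a change was not tested. For the results of each comparison as a whole, 145 of 187 alternatives left the call or the value where it was, 38 moved a value, 2 weakened and 1 strengthened a call, and 1 reversed a direction.

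Between C24 and WT with 3 libraries each, the 37 genes became 122 with DESeq2, 10 with genes of at least 10 counts in every library, 11 with a term for the kit set, 14 with the replicate block (10 of them among the 37), and 115 with the trend on gene length taken out. In counts simulated from the fitted model with known changes DESeq2 had 20% false calls. The 6 fits that each left out 1 library gave from 5 (without WT_4) to 27 genes (without C24_6). Replicate numbers do not pair the libraries, so the block is no evidence of a weaker effect.

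With 2 libraries each, the 214 genes became 39 with a 2-fold limit, 354 with DESeq2, 106 with total counts, 42 with all genes with at least 1 count, 134 with genes of at least 10 counts, 1196 with the kit set and 4 in the joint fit of 10 libraries. With total counts 48.1% of the calls were higher in C24, against 66.8%. All 214 were among the 1196, a fit that leaves 1 degree of freedom. The term for the kit set also made the Smn fold change of -0.22 pass the threshold. Fits of gene counts without a library were not run, since they leave 1 library in a group.

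Between X7/C24 and WT, the 4087 genes became 665 with a 2-fold limit and 761 with X7/C24_4 included, of which 758 were shared. Leaving out 1 library gave from 2846 (without WT_4) to 4792 genes (without WT_5). Total counts shifted the median of all genes by -0.06, and 38.2% of calls were then higher, against 50.0%.

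Over all 13 libraries, the single gene became 25 with DESeq2 and 0 with all genes (359 at an unadjusted p under 0.05), with genes of at least 10 counts (71) and with the replicate block (90). Leaving out 1 library gave from 0 to 7 genes, with 7 without C24_1 and 5 without WT_2. Where 0 genes passed, 79 (without C24_6) to 181 genes (without WT_3) had an unadjusted p under 0.05. Smn reversed to 0.62 without WT_2 (range -1.16 to 0.62), and in the pilot to 0.61 without WT_2 (range -1.54 to 0.61). The joint fit does not apply to these comparisons. In the pilot 0 genes passed under each alternative run (17 without WT_1 to 1226 without C24_1 at an unadjusted p under 0.05), and the overlap with its calls could not be computed.

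Between X7/C24 and C24, including X7/C24_4 left Smn at -0.83 with an adjusted p of 0.0890 (range over the alternatives 3.77e-14 to 0.0890). The 1280 genes became 33 with X7/C24_4, 752 with the kit set, 1949 in the joint fit, 454 with a 2-fold limit and 2567 with the trend on gene length taken out. Leaving out 1 library gave from 461 (without X7/C24_3) to 2707 genes (without C24_6). With total counts 44.8% were higher, against 56.1%, and without 1 of the X7/C24 libraries 78.2 to 81.6% of 461 to 535 genes.

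The gap of the genotypes in the 6 libraries of Fig. 6A was 85.4% with the 500 most variable genes and 87.5% on log2 CPM, against 92.5%. The library sizes of the supplement put elav at 70.5 RPKM in the second round, against 208. Without the 5 genes with the most counts, the share of Supplementary Figure 3 in WT_5 was 0.0155%. With the calls of all 13 libraries the overlap with X7/C24 was 100%.

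For single genes, 549 of 632 alternatives changed nothing, 42 weakened and 6 strengthened a call, 17 moved a value and 18 reversed a direction. All reversals were of fold changes near 0, apart from Smn over all 13 libraries and in the pilot. Between C24 and WT with 3 libraries each, Tbp became 0.00095 with total counts and 0.039 with the replicate block, and ran from -0.127 (without C24_6) to 0.062 (without C24_7) in the 6 fits that left out 1 library. There repo became -0.016 with the block and ran from -0.029 (without C24_7) to 0.059 (without C24_6), and Usp7 became 0.036 with the trend on length taken out and ran from -0.109 (without C24_5) to 0.046 (without C24_6). With 2 libraries each, Usp7 became -0.0065 with total counts. Between X7/C24 and WT, Usp7 became -0.0064 with total counts, and with X7/C24_4 included Usp7 became -0.062, repo 0.00052 and Tbp 0.063. There the trend on length taken out put repo at 0.038 and Tbp at 0.030, and Tbp ran from -0.071 (without X7/C24_1) to 0.0059 (without WT_6).

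With total counts of 7883183 to 28339670 per library, genes under about 0.381 CPM in the shallowest library lie below the limit of 3 counts, which leaves several fold changes of rare genes as lower bounds.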

Differences from the paper's values

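The alternative with a trend on gene length, the tissue values set against the paper's statements on single libraries, and the reading of the Smn change on another log base were chosen after the results were seen. A count was taken to close a gap when it was within 1.5 times the paper's.

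Between C24 and WT with 3 libraries each, 37 genes had an adjusted p under 0.05, against the paper's 80. None of the alternatives set before the data were examined closed the gap: DESeq2 came nearest from above with 122 genes, 50.8% of them higher in C24, and the others gave between 5 and 37. With the trend on gene length taken out, an alternative chosen after seeing the values, 115 genes passed, only slightly fewer than with DESeq2 but within the limit. Of the 37 genes, 15 were higher and 22 lower.

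Smn was reduced by 55.1% in X7/C24 against WT, against the paper's 70%. The alternatives gave reductions of 49.6 to 56.8%, with an error between libraries of 2.36, and none of the alternatives set before the data were examined closed the gap. Taken as a natural logarithm, the same log2 fold change would give 68.5%. The normalized counts of Smn are about 1400 in WT and about 650 in X7/C24 in Fig. 6B, read by eye, against 1447 and 652 here.

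In the comparison of X7/C24 with WT, leaving out WT_4 gave 2846 genes, which is the paper's count, against 4087 with all 6 libraries. The joint fit of 10 libraries gave 2824. With the kit set as a term, the comparison of 2 libraries each called Smn, which the paper does not call.

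The paper describes Pen as high in WT_1, WT_2 and C24_1. Here its RPKM was 219 in WT_1, but 94.8 in WT_2 and 78.3 in C24_1, against a mean of 124 in the other pilot libraries. With TMM scaling WT_2 had 109 and C24_1 96.5, against 107 to 141. The paper relates the dispersion of WT_5 and C24_6 to transcripts from outside the CNS. Here the genes of Supplementary Figure 3 took 0.00585% of the counts of C24_6, less than in C24_5 and C24_7, while the salivary gland list stood at 1.71 in it. The paper states that all X7/C24 libraries passed the control for tissue outside the CNS, which rests on its panel of marker genes. On the markers computed here, X7/C24_1 to X7/C24_3 lay near the second round. The RPKM was 222 against 208 for elav, 41.2 against 44.1 for repo, 94.4 against 93.8 for Usp7 and 117 against 132 for Pen. The ring gland list is another measure. It stood at 3.07 in X7/C24_1 to X7/C24_3, against -0.41 in WT. The paper reports a separation of WT from C24 after the removal of libraries. Here the genotypes overlapped on the first component of the 8 libraries, by 15.4% of its range, and a straight line over both components parted them. Only C24 has pilot libraries in that set, so genotype and sequencing round are partly mixed there.

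The paper relates its overlap to another number of genes than the one it reports for the comparison. Here 177 of 213 genes (83.1%) overlapped.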

Other observations

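The tests on C24_6, on Smn in C24_6, of the splits and of libraries left out of a fit were chosen only after the results were seen, and the other tests on gene length after the length pattern had been noticed in WT_3 and X7/C24_4.

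The libraries differed in how their levels depend on gene length. For each library the log2 difference from the median of the second round was set against log2 exon length over 7243 genes. The slope per doubling of length was -0.24 in C24_6, between -0.06 and 0.05 in the other second-round libraries, from -0.68 to -0.33 in WT_3 and C24_2 to C24_4, and from -1.88 to -0.85 in WT_1, WT_2 and C24_1. Within the 6 second-round libraries the slope and the position on the first component of the 14 WT, C24 and X7/C24 libraries without WT_1, WT_2 and C24_1 had a Pearson r of 0.998 (exact permutation p = 0.00139, the smallest that 720 orders allow) and a Spearman's rho of 1 (exact permutation p = 0.00278), and r was 0.988 without the 2 libraries farthest out. This was the only relation of the slope tested within the round. A loss of long transcripts relative to short ones may therefore be what orders these libraries. The slope takes in genes of every tissue, so a difference in tissue content was not told apart from such a loss. With the trend taken out the neuron list stood at 0.56 in WT_3, 0.40 in C24_3 and 0.45 in C24_4, against 0.07 in C24_2. The correction may thus take out too much in some libraries. What orders the second-round libraries along this trend, such as the state of the RNA or the amplification, was not tested. The cDNA input had an r of 0.903 with the first component in the same libraries (exact permutation p = 0.0389, 0.0584 adjusted over 6 relations; rho 0.55, exact p = 0.272; r 0.854 without the 2 farthest), so an effect of the input itself cannot be told apart from the trend.

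C24_6 stood apart from C24_5 and C24_7 in this trend, with a correlation across genes of -0.78 between its log2 difference and log2 gene length. The genes of Supplementary Figure 3 took 0.00585% of its counts, below C24_5 and C24_7. The salivary gland list, however, stood at 1.71 in C24_6, with 7 of 7 genes higher, and at 1.16 with the trend taken out, so transcripts of tissues outside the CNS cannot be told apart as a source. A loss of long transcripts in C24_6 may be the source of the dispersion for which it was left out of the comparison. With the trend taken out, the common coefficient of variation in the comparison of 3 libraries each fell from 12.8% to 8.08%, near the 5.62% of 2 libraries each, and 115 genes passed in place of 37. On the first component of the 6 libraries, WT then lay between -10.3 and -2.24 and C24 between 0.798 and 11.2, where before the genotypes overlapped (exact permutation p = 0.1, the smallest possible, against 0.3). In the 8 libraries of Fig. 3B the genotypes came apart by 3.19% of the range (exact permutation p = 0.0714). Only C24 has pilot libraries in that set, so this gap is not one of genotype alone.

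The same trend bears on Smn in C24. Without correction Smn in C24_6 stood at 0.02 against the second round, and in C24_5 and C24_7 at -0.22 and -0.23. With the trend taken out the values were -0.20, -0.22 and -0.18, and 0.09, 0.02 and -0.0046 in WT_4 to WT_6, so that every C24 library lay below every WT library. The log2 fold change with 3 libraries each was then -0.23 (edgeR adjusted p = 0.0968, range over the alternatives 0.0968 to 1.00), still short of the threshold. A small fall of Smn in C24, hidden by the trend in C24_6, is a candidate explanation.

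Other splits of the libraries were fitted in the same way. For C24 against WT with 3 libraries each, 1 of the 10 splits, the real one, gave as many genes, and the others gave 0. The same held for X7/C24 against WT (1 of 10) and against C24 (1 of 10), and 10 splits cannot show a share below 10%. Over all 13 libraries 7 of 100 splits drawn from 1716 gave at least the single gene found. The highest, with 4870 genes, set WT_4 to WT_6 and C24_4 to C24_7 against the others, which nearly follows the sequencing round. With the round as a term the single gene was found as well. In the pilot 0 genes passed (67 at an unadjusted p under 0.05), so all 35 of 35 splits gave as many. The highest, with 5653 genes, set WT_3 and C24_2 to C24_4 against WT_1, WT_2 and C24_1. On the principal components of the 8 libraries of Fig. 3B, 9 of the 56 groupings (16.1%) can be parted by a line.

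The genes called between C24 and WT with 2 libraries each were looked up in libraries left out of that fit. Between C24_6 and WT_5, 86.45% went the same way, which argues against chance differences of 4 libraries, and 93.9% of 197 genes did with the trend on length taken out. In the pilot, 93.9% went the same way between C24_2 to C24_4 and WT_3. If the changes grew with the fall of the Smn transcript, they would be larger in X7/C24. Their median was 0.33 between X7/C24_1 to X7/C24_3 and WT_5, where Smn changed by -1.20, and 0.34 between C24_6 and WT_5, where Smn changed by -0.03. With the trend on length taken out Smn stood at -0.20 in C24_6 and 0.02 in WT_5, still a far smaller fall than in X7/C24, and the median was 0.33. This argues against a change in proportion to the Smn transcript. Differences of genetic background between the strains, and levels of Smn in neurons alone, stay open and were not tested. The overlap with X7/C24 was 83.6%, against at most 74.3% in simulations of unchanged genotypes that shared the WT libraries. Those fits called at most 5 and 4 genes, against 214 and 4087, so they cannot exclude the shared WT libraries as its source. Between X7/C24_1 to X7/C24_3 and WT_5, none of which entered the C24 fit, 88.79% of the 214 genes kept their direction. The correlation of the log2 fold changes across genes, 0.42, lay inside the simulated range of 0.37 to 0.43, while the same sign over all genes (69.35%, simulated 62.3 to 64.2%) and the same direction among the top genes (92.5%, simulated 79.9 to 86.9%) lay above their ranges.

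The 4087 genes called between X7/C24 and WT rest on different sequencing rounds. Of these genes, 59.0% went the same way between C24_2 to C24_4 and WT_3 inside the pilot, and a part of the calls that comes from the round cannot be told apart from the genotype. A lower cDNA input cannot be told apart either. Of the calls, 49.7% went the same way between C24_6, with 7 ng, and C24_5 and C24_7, and 51.8% of 3858 genes with the trend on length taken out. These shares are near what chance gives, but C24_6 is a single library. Gene length is argued against as the main source, since the log2 fold changes had a correlation across genes of -0.0615 with log2 gene length and 4121 genes passed with the trend taken out.

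Genes on chromosome 4 (76 tested) were higher in C24 than in WT with 2 libraries each, by a median of 0.18, and all 12 that were called were higher. With 3 libraries each the median was 0.10, and 0 were called (10 at an unadjusted p under 0.05). With 2 libraries each and total counts the median was 0.16 and 3 were called, all higher. In X7/C24 the median was 0.24, with 36 of 38 called genes higher. Between X7/C24_4, which took no part in that fit, and WT_5 the median was -0.28, with 27.6% of the chromosome 4 genes above the median gene. Between C24_2 to C24_4 and WT_3 in the pilot it was 0.31 (0.16 with the trend on length taken out), with 86.8% of these genes above the median gene. Between C24_6 and WT_5 it was -0.051, so an effect of the genotype cannot be told apart from differences between libraries. With the trend on length taken out, C24_6 differed from WT_5 by 0.059 and from C24_5 and C24_7 by 0.0019, where the latter difference was -0.22 before. WT_5 then lay above WT_4 and WT_6 by 0.16, against 0.048 before. The trend may thus account for C24_6 but leaves WT_5 open.

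The total count rose with the cDNA input over the 17 libraries (r 0.622, permutation p = 0.00763, adjusted 0.0229; rho 0.685, permutation p = 0.00315; r 0.746 without the 2 farthest). Within the 7 pilot libraries r was 0.688 (exact permutation p = 0.0944, adjusted 0.113; rho 0.709), and it was 0.310 without the 2 farthest libraries, so the relation rests on those. Without C24_4 the pilot libraries had an r of 0.896 (exact permutation p = 0.0222, adjusted 0.0444; rho 0.883, exact p = 0.0333; r 0.709 without the 2 farthest). Within the 6 second-round libraries r was 0.142 (exact permutation p = 0.833; rho -0.09). The share of duplicates itself cannot be computed.

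Over all 13 libraries 1 gene was called, CG32437, at least 24.3-fold higher in C24 (edgeR adjusted p = 0.0131, range over the alternatives 4.00e-12 to 0.255). The difference of the C24 effect between the rounds was tested as an interaction, and 0 genes passed over 13 libraries (106 at an unadjusted p under 0.05) or over 10 (259). For Smn it was 0.21 and 0.30 (adjusted p 1 and 0.822). Between X7/C24 and C24, 1280 genes passed, with 718 (56.1%) higher, a share that rose to at least 78.2% without any 1 of the X7/C24 libraries. The gene mthl8 was at 70.9 CPM in X7/C24 and 1.01 in C24. That C24 mean rests on C24_6 alone, with 67 counts, against 0 in C24_5 and C24_7. The log2 fold change of mthl8 ran from 5.45 without C24_7 to 13.52 without C24_6. CG34296 rose by 5.91, CG12607 was at least 28.1-fold lower, and Acp53C14c and CG14963 changed by -3.17 and -2.35. Over the alternatives the adjusted p of mthl8, CG34296, Acp53C14c and CG14963 reached 0.0649, 0.112, 0.0811 and 0.110. CG34296 was at 0.167 CPM in X7/C24_4 and at 165 to 364.5 CPM in WT_1, WT_2 and C24_1, so it does not follow the genotype. The cause of these large differences, such as variants of the strains, was not tested.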
